# A glycan-based approach to cell characterization and isolation: Hematopoiesis as a paradigm

**DOI:** 10.1084/jem.20212552

**Published:** 2022-09-06

**Authors:** Richard T. Piszczatowski, Emily Schwenger, Sriram Sundaravel, Catarina M. Stein, Yang Liu, Pamela Stanley, Amit Verma, Deyou Zheng, Ronald D. Seidel, Steven C. Almo, Robert A. Townley, Hannes E. Bülow, Ulrich Steidl

## Abstract

Cell surfaces display a wide array of molecules that confer identity. While flow cytometry and cluster of differentiation (CD) markers have revolutionized cell characterization and purification, functionally heterogeneous cellular subtypes remain unresolvable by the CD marker system alone. Using hematopoietic lineages as a paradigm, we leverage the extraordinary molecular diversity of heparan sulfate (HS) glycans to establish cellular “glycotypes” by utilizing a panel of anti-HS single-chain variable fragment antibodies (scFvs). Prospective sorting with anti-HS scFvs identifies functionally distinct glycotypes within heterogeneous pools of mouse and human hematopoietic progenitor cells and enables further stratification of immunophenotypically pure megakaryocyte–erythrocyte progenitors. This stratification correlates with expression of a heptad of HS-related genes that is reflective of the HS epitope recognized by specific anti-HS scFvs. While we show that HS glycotyping provides an orthogonal set of tools for resolution of hematopoietic lineages, we anticipate broad utility of this approach in defining and isolating novel, viable cell types across diverse tissues and species.

## Introduction

Integral membrane proteins have long been used to characterize, classify, and select the cells on which they reside. Specifically, antibodies against cluster of differentiation (CD) markers utilized in the context of flow cytometry have revolutionized the definition and purification of distinct cell populations across various tissues. The hematopoietic system is a particularly diverse tissue comprised of a relatively well-understood hierarchy of stem, progenitor, and multiple mature cell lineages of varying functions. CD marker antibodies recognizing cell surface proteins, as well as a limited number of glycoconjugates have efficiently identified and isolated hematopoietic cell populations with unique functional properties (Akashi et al., 2000; Zhang et al., 2003; Oguro et al., 2013; Gabius et al., 2015). Notwithstanding, recent single-cell sequencing studies have revealed heterogeneity within many populations of cells defined as uniform by CD markers, including those within the hematopoietic lineage (Olsson et al., 2016; Lindahl et al., 2017; Karamitros et al., 2018; Chen et al., 2019; Wheat et al., 2020; Schwenger and Steidl, 2021). However, nucleic acid–based approaches are inherently destructive, rendering them unable to isolate, propagate, and analyze or functionalize live cells despite their resolving power. Consequently, novel approaches that distinguish and isolate viable cells from heterogeneous pools at a high resolution are urgently needed.

Heparan sulfate proteoglycans (HSPGs) are proteins with covalently linked heparan sulfate (HS) glycan chains that are present in all living animals and serve a multitude of functions in development and physiology (Bülow and Hobert, 2006; Bishop et al., 2007; Sarrazin et al., 2011). HS are linear glycans of repeating hexuronic-*N*-acetylglucosamine disaccharides with highly complex modification patterns resulting from near limitless combinatorial possibilities of modifications such as sulfation, deacetylation, and epimerization of glycan moieties along the chains (Turnbull et al., 2001; Esko and Selleck, 2002; Lindahl and Li, 2009; Fig. 1 A and Fig. S1 A). Importantly, some proteoglycans such as CD44 exist in heparan sulfate–specific isoforms (Bennett et al., 1995; Jackson et al., 1995), which are indistinguishable when using conventional CD44 FACS antibodies. Therefore, our proposed glycotyping approach has the potential to reveal a dimension of cell characterization not achievable by CD markers alone. Genetic, biochemical, and structural studies show that specific HS modification patterns regulate cell–cell signaling, for example, by modulation of receptor–ligand binding (Lindahl and Li, 2009; Xu and Esko, 2014; Townley and Bülow, 2018). Collectively, these findings have led to the concept of a heparan sulfate code, in which cellular HS modification patterns help define cellular identity and interactions (Habuchi et al., 2004; Bülow and Hobert, 2006; Lamanna et al., 2007). To analyze cellular distribution patterns of HS, antibody stains were performed. Due to the inherent weak non-immunogenicity of HS, the antibodies used in these experiments were anti-HS single-chain variable fragment antibodies (scFvs) isolated by panning from phage display libraries (Dennissen et al., 2002; van de Westerlo et al., 2002; van Kuppevelt et al., 1998). These scFvs, which recognize different combinations of HS modifications, revealed surprising cellular specificity of HS patterns across species, supporting the idea of cell-specific HS distribution patterns, which in nematodes could be even single-cell specific (van Kuppevelt et al., 1998; Dennissen et al., 2002; van de Westerlo et al., 2002; Attreed et al., 2012). In addition, flow cytometry experiments using these scFvs identified transient HS epitopes in differentiating mouse embryonic stem cells in culture (Lamanna et al., 2006; Baldwin et al., 2008).

**Figure 1.**
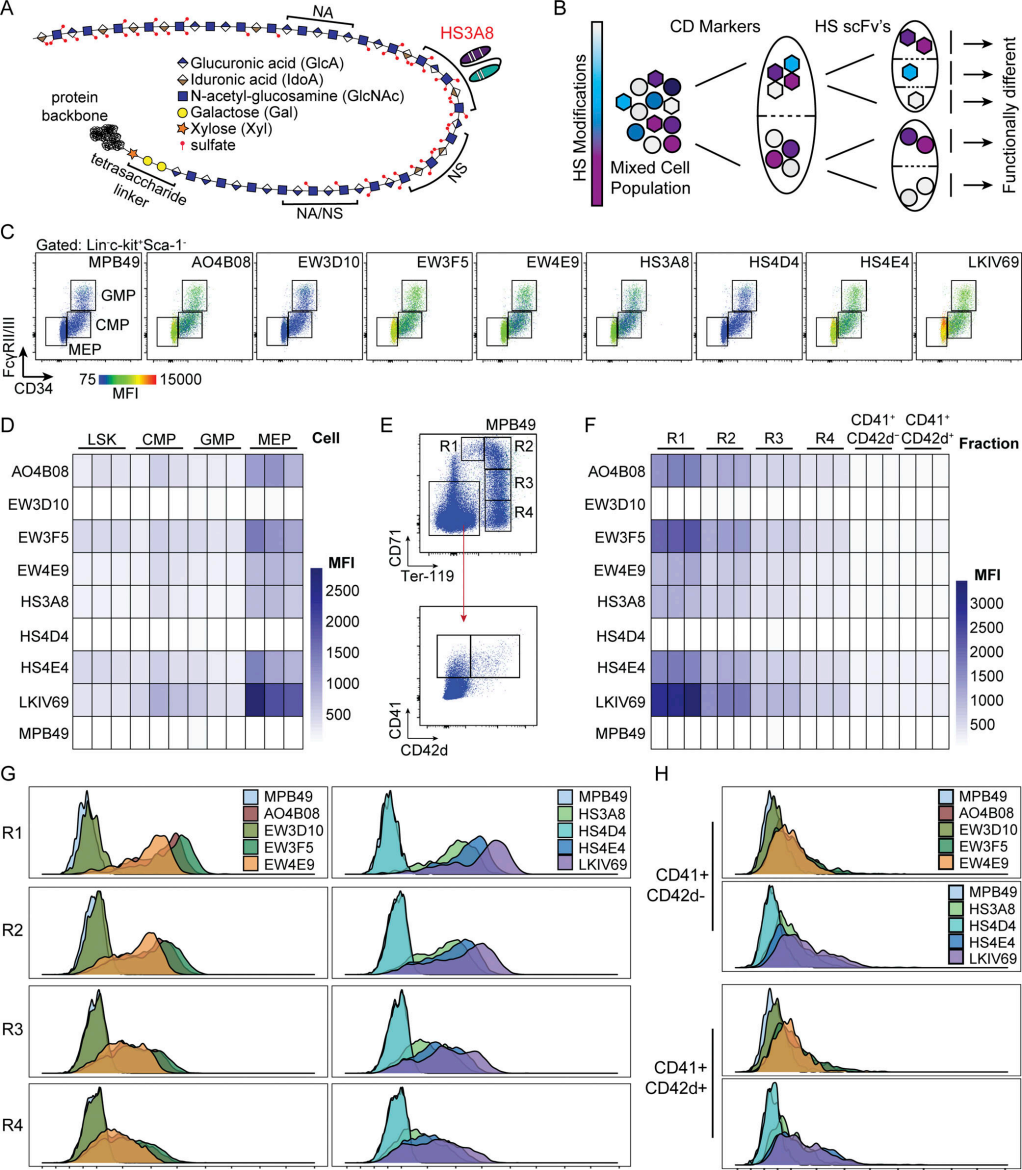
**A panel of HS-specific scFv antibodies defines distinct glycotypes of hematopoietic cells and reveals divergent HS glycotypes between megakaryocyte and erythroid lineages. (A)** Schematic of an HS polysaccharide chain attached to a protein backbone. The repeating disaccharide of hexuronic acid and glucosamine, as well as the characteristic tetra-saccharide linker region, are indicated. Red circles denote positions of sulfations that establish *N*-acetylated (NA) domains, *N*-acetylated/*N*-sulfated (NA/NS) domains, and completely *N*-sulfated (NS) domains. Depicted is a proposed binding position for the HS3A8 HS scFv along the HS glycan chain. **(B)** Conceptual diagram of HS-specific scFvs as an orthogonal tool to the existing CD marker separation approach. **(C)** Representative flow cytometry plots of each HS scFv within hematopoietic progenitor populations resolved by canonical CD marker gating into CMPs (Lin^-^ckit^+^CD34^+^FcγRII/III^lo^), GMPs (Lin^−^ckit^+^CD34^+^FcγRII/III^hi^), and MEPs (Lin^−^ckit^+^CD34^−^FcγRII/III^lo^) (*n* = 3). The color coding of scFv-binding MFI is shown at the bottom left. The MPB49 scFv has no known epitope and serves as a negative control. **(D)** Heatmap of the MFI of HS scFv binding within LSK (Lin^−^ckit^+^Sca-1^+^), CMP, GMP, and MEP populations. Each column represents one biological replicate (*n* = 3). **(E)** CD marker gating scheme and MPB49 signal of total mouse bone marrow resolved into terminally differentiating erythroid fractions R1–R4 (by CD71 and Ter-119; Socolovsky et al., 2001; Zhang et al., 2003), and terminally maturing megakaryocyte fractions (by CD41 and CD42d; Psaila et al., 2016). **(F)** Heatmap of the MFI of HS scFv binding within R1–R4 erythroid fractions and terminally differentiating megakaryocyte fractions. Each column represents one biological replicate (*n* = 3). **(G)** Distribution of the binding of each HS-specific scFv within the R1–R4 erythroid fractions and within terminally differentiating megakaryocytes. **(H)** Distribution of the binding of each HS-specific scFv within the CD41^+^CD42d^−^ and CD41^+^CD42d^+^ megakaryocyte fractions.

**Figure S1.**
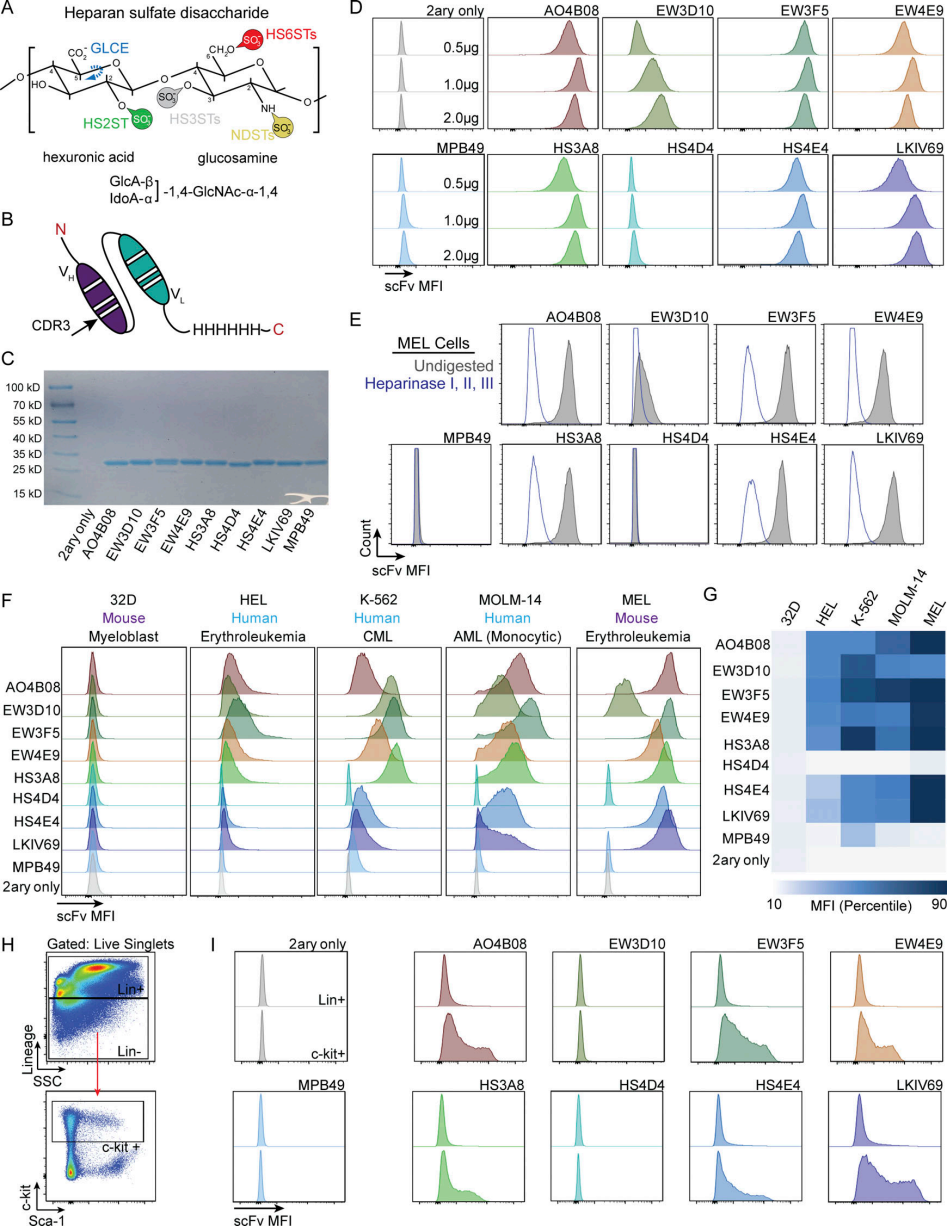
**Production and optimization of flow cytometry compatible HS scFvs and distinct binding signatures of murine and human hematopoietic cell lines and murine bone marrow. (A)** Characteristic HS disaccharide comprising a hexuronic acid and a glucosamine. Indicated are positions of the sugar moieties that can be modified by specific HS modification enzymes, including GLCE (C5-glucuronyl-epimerase), HS2ST (HS-2-*O*-sulfotransferase), HS3STs (HS-3-*O*-sulfotransferases, encoded by seven genes in vertebrates: Hs3st1,2,3A,3B,4,5,6), HS6STs (HS-6-*O*-sulfotransferases, encoded by three genes in vertebrates: Hs6st1,2,3), and NDSTs (*N*-deacetylase-*N*-sulfotransferase, encoded by four genes in vertebrates: Ndst1,2,3,4). **(B)** Schematic of a His-tagged HS scFv, with heavy (V_H_) and light (V_L_) chains depicted. The CDR3 sequence indicated provides specificity for each scFv. **(C)** Coomassie gel of 1 μg of each HS scFv after purification. **(D)** Representative histogram plots showing titration of HS scFvs using the MEL cell line at 0.5, 1.0, and 2.0 μg per reaction (*n* = 3). **(E)** Representative histogram plots of HS scFv binding in MEL cells with or without pre-digestion with a Heparinase I, II, III cocktail (undigested in gray, digested in blue; *n* = 3). **(F)** Representative histograms of the binding of each HS scFv across multiple hematopoietic cell lines (*n* = 3). The MPB49 scFv has no known epitope and serves as a negative control. **(G)** Heatmap of the average MFI percentile for each scFv across multiple hematopoietic cell lines (*n* = 3). **(H)** Gating schematic for the analysis of HS scFv binding within mature (Lin^+^) and HSPC (Lin^−^c-kit^+^) populations within mouse bone marrow. **(I)** Representative histograms of HS scFv binding within Lin^+^ and HSPC populations of mouse bone marrow.

HS have also been detected in hematopoietic cell lines (Stöcker et al., 1996; Drzeniek et al., 1999), and hematopoietic cytokines including PF4, IL-8, G-CSF, among others, have demonstrated HS-binding activity (Stringer and Gallagher, 1997; Spillmann et al., 1998; Wettreich et al., 1999; Frevert et al., 2003; Sebollela et al., 2005; Murphy et al., 2007; Lord et al., 2017). Moreover, HS are important for homeostasis of the hematopoietic system, including at the stem and progenitor level (Netelenbos et al., 2002; Holley et al., 2011; Saez et al., 2014). Here, we use a library of HS-specific, flow cytometry–compatible scFvs to establish binding patterns, herein referred to as glycotypes, of cell populations within the hematopoietic system. Our glycotyping strategy, in combination with the CD marker system, identified new hematopoietic cell populations in the megakaryocyte and erythroid lineages of both mice and humans. These cell populations were functionally and transcriptionally distinct and could be isolated from both immunophenotypically homogeneous as well as heterogeneous progenitor cell populations in a non-destructive manner. Overall, HS glycotyping provides an orthogonal approach for the isolation of unique cell types.

## Results

### Murine hematopoietic lineages display unique HS glycotypes

To systematically leverage the molecular diversity of HS for cell identification and characterization, we focused on a panel of eight scFvs previously shown to recognize different combinations and arrangements of HS modifications, i.e., HS modification patterns or epitopes (Table 1; Dennissen et al., 2002; van de Westerlo et al., 2002). These studies also showed that different HS-specific scFvs displayed distinct staining patterns in tissue sections suggesting a high level of cellular specificity. We therefore hypothesized that by using the HS-specific scFvs, it may be possible to define a given cell population by the sum of the qualitative and quantitative binding of a panel of scFvs, thereby establishing cellular “glycotypes.” We also envisioned that applying a set of HS-specific scFvs (Fig. S1, A and B; and Fig. 1 A) in combination with the CD marker system could offer a conceptually orthogonal avenue for the phenotypic and functional separation of heterogeneous populations of cells (Fig. 1 B). In proof-of-concept experiments, we first engineered a 6× histidine tag at the C-terminus of each scFv and tested them for glycotyping hematopoietic cell lines using FACS, similar to experiments conducted with mouse embryonic stem cells (Fig. S1, B–D; Lamanna et al., 2006; Baldwin et al., 2008). We found that binding of the scFvs to cells was HS-dependent as neither cells exposed to enzymatic digestion with heparinases nor 32D cells (reported to lack HSPGs [Roghani et al., 1994; Richard et al., 1995; Rubin et al., 2001]) exhibited scFv binding (Fig. S1, E and F). Intriguingly, the panel of eight HS-specific scFvs, but not a control scFv (MPB49), reproducibly exhibited unique qualitative and quantitative binding patterns across a set of common mouse and human hematopoietic cell lines (Fig. S1, F and G; and Table S1) demonstrating the discriminatory power of the glycotyping approach in principle.

**Table 1.** HS binding scFv antibodies and their characteristics

scFv name	V_H_ family	CDR3 sequence	HS modifications required for binding^a^
AO4B08	DP-47	SLRMNGWRAHQ	*N*-Sulfation, *C5*-epimerization, 2-*O*-Sulfation, 6-*O*-Sulfation
EW3D10	DP-38	GRTVGRN	*N-Sulfation, 6-O*-sulfation
EW3F5	DP-38	SGRQARQGRFPK	Unknown
EW4E9	DP-38	LRGTKMFRH	Unknown
HS3A8	DP-38	GMRPRL	*N*-sulfation, *C5*-epimerization, 2-*O*-sulfation, 6-*O*-sulfation (likely)
HS4D4	DP-58	GMRPRL	*N*-sulfation/*N*-Acetylated, *C5*-epimerization, 2-*O*-sulfation (likely), 6-*O*-sulfation (likely)
HS4E4	DP-38	HAPLRNTRTNT	*N*-sulfation/*N*-Acetylated, *C5*-epimerization, 2-*O*-sulfation, 6-*O*-sulfation
LKIV69	DP-38	GSRSSR	*N*-Sulfation, *C5*-epimerization, 2-*O*-Sulfation
*MPB49* ^b^	DP-38	WRNDRQ	No known epitope (negative control)

Heparan sulfate modifications required for scFv binding. CDR3 is the complementarity determining region three within the variable heavy chain.

a Compiled from Attreed et al. (2016).

b MPB49 has no known epitope, does not appear to bind HS, and serves as a negative control.

We next investigated the binding patterns of HS-specific scFvs in primary cells of the murine hematopoietic system separated by established CD markers (Table S2). We observed consistently higher HS scFv binding to hematopoietic stem and progenitor cell (HSPC; Lin^−^c-kit^+^) populations as compared to mature hematopoietic cells (Fig. S1, H and I). Within the pool of committed progenitor populations (Lin^−^c-kit^+^Sca-1^−^), we observed distinct glycotypes for each of the common myeloid progenitor (CMP), granulocyte–monocyte progenitor (GMP), and megakaryocyte–erythrocyte progenitor (MEP) populations (Fig. 1, C and D; and Fig. S2, A and B). We decided to focus on the megakaryocyte–erythroid lineage because, despite all advances with existing CD marker schemes, the associated progenitor populations remain comparatively heterogeneous. We discovered that terminally differentiating erythroid and megakaryocytic populations (as defined by canonical CD markers CD71, Ter-119, and CD41, CD42d, respectively [Socolovsky et al., 2001; Zhang et al., 2003; Psaila et al., 2016]), displayed a dichotomization of HS scFv binding. A subset of committed erythroid progenitors displayed high levels of binding for several HS scFvs, which diminished upon terminal differentiation, while megakaryocytes showed continuously minimal levels of binding (Fig. 1, E–H, and Fig. S2 C). Longitudinal modeling of terminal erythroid differentiation using a mouse embryonic stem cell–based erythroid progenitor differentiation cell line (ES-EP) system (Carotta et al., 2004; Choe et al., 2010) revealed similar dynamic HS scFv binding patterns (Fig. S2, D and E). Taken together, these data demonstrate that a panel of eight HS-specific scFvs provide binding signatures with sufficient discriminatory power to define glycotypes of mouse hematopoietic cell types and reveal dynamic expression of specific HS modification patterns during erythroid differentiation.

**Figure S2.**
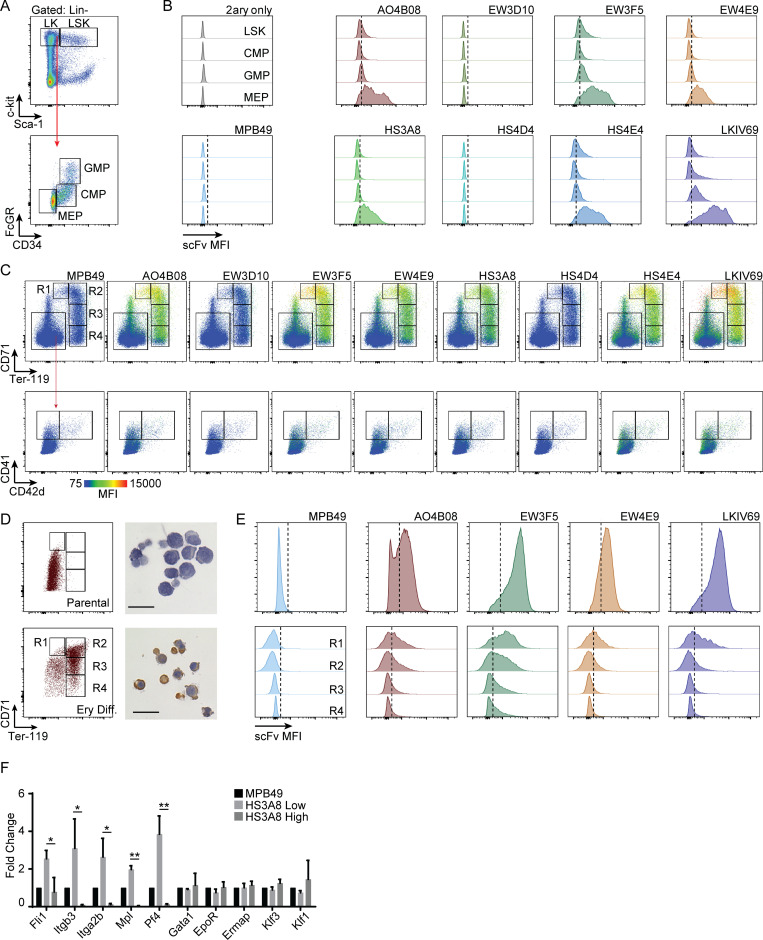
**HS glycotyping reveals distinct modification patterning in murine hematopoietic progenitor populations and within megakaryocyte and erythrocyte differentiation. (A)** Gating schematic for the analysis of HS modification expression within HSPC subpopulations **(B)** Representative histograms of HS scFv binding within LSK (Lin^−^c-kit^+^Sca-1^+^), CMP (Lin^−^ckit^+^CD34^+^FcγRII/III^lo^), GMP (Lin^−^ckit^+^CD34^+^FcγRII/III^hi^), and MEP (Lin^−^ckit^+^CD34^−^FcγRII/III^lo^) populations. **(C)** Representative flow cytometry plots of HS scFv signal overlaid onto FACS defined R1–R4 erythroid fractions (upper panel) and megakaryocytic populations (lower panel). The color code represents scFv-binding MFI  (n=3). Control panels for MPB49 are identical to the panels in Fig. 1 C and are shown for comparison only. **(D)** FACS profile and benzidine staining of parental (upper panel) and erythroid differentiated (lower panel) ES-EP cells. Erythroid differentiated ES-EP’s fall under the archetypal R1–R4 FACS gating scheme. Scale bar indicates 20 μm. **(E)** Representative histograms of HS scFv binding within parental ES-EP’s (upper panel) and the R1–R4 fractions derived from ES-EPs differentiated down the erythroid lineage (*n* = 3). **(F)** qRT-PCR analysis of canonical megakaryocyte and erythroid genes compared between HS3A8-high vs. -low sorted MEPs (*n* = 3–5 per gene). Error bars represent ± SD; *, P < 0.05; **, P < 0.01.

### HS modification patterns distinguish phenotypically and functionally distinct cell types within the MEP population

We next tested whether HS scFvs allow separation of hematopoietic populations into functionally distinct subsets of cells. To this end, we focused on the HS3A8 scFv as it (1) had existing information available regarding binding specificity (see below), (2) bound MEPs to a varying degree with substantial dispersion, and (3) displayed dynamic binding within the spectrum of hematopoietic populations. We utilized multi-parameter high-speed cell sorting to separate immunophenotypic MEPs into fractions with either high (top 50%) or low (bottom 50%) binding of HS3A8 (Fig. 2 A). Strikingly, functional megakaryocyte colony-forming potential was found almost exclusively in HS3A8-low binding MEPs (Fig. 2, B and C). In contrast, the HS3A8-high binding fraction gave rise to predominantly (over 95% of total colonies) small and mature CFU-E (CFU-erythroid) colonies (Fig. 2, D and E). HS3A8-low binding cells formed immature burst forming units-erythroid (BFU-E) and mature (CFU-E) erythroid colonies in roughly equal numbers, similar to cells gated on the MPB49 (negative control) scFv. These data indicate that the HS modifications recognized by HS3A8 are associated with functionally distinct subsets of cells and show developmental divergence within MEPs based on expression of HS modification patterns.

**Figure 2.**
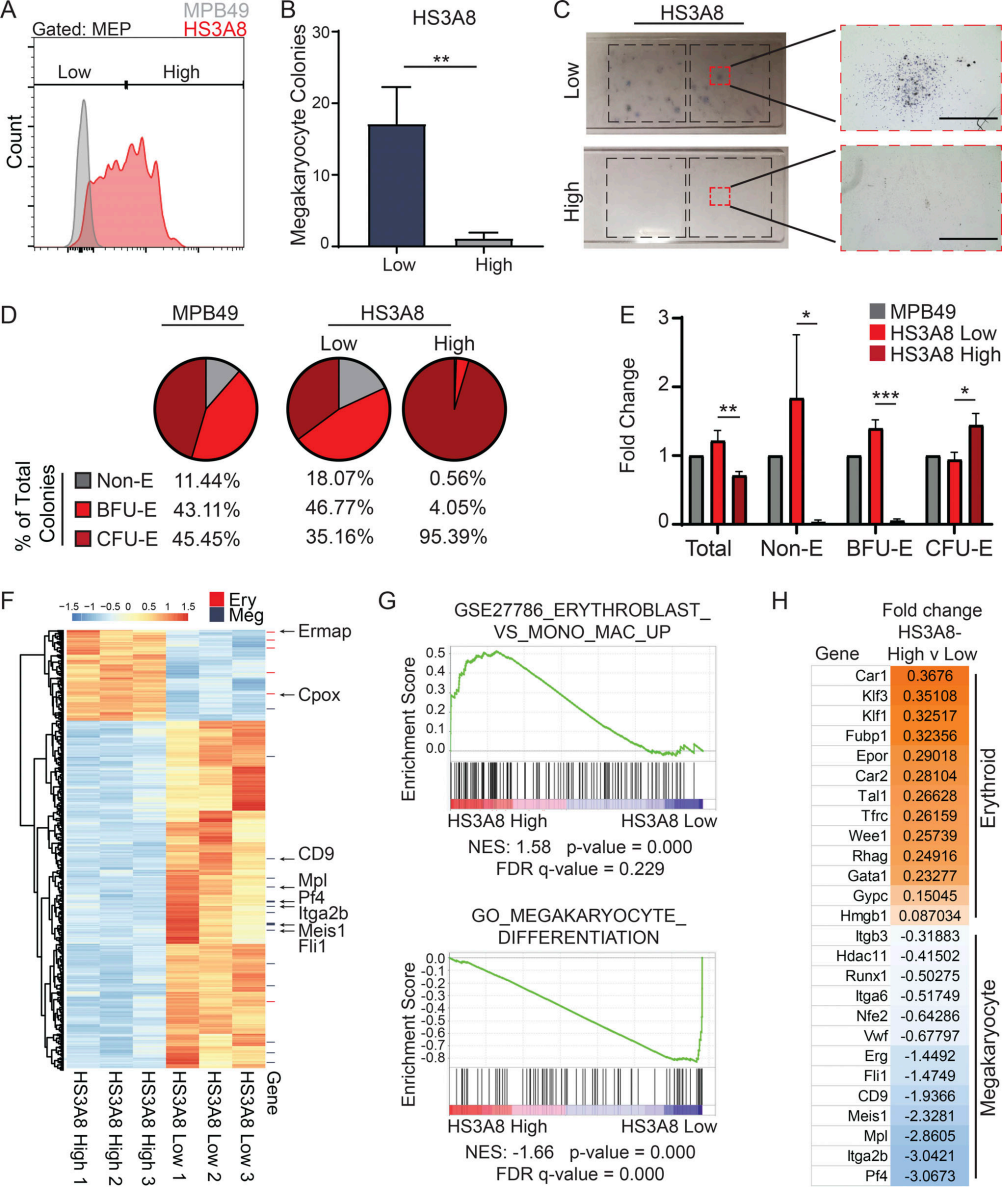
**Distinct functional phenotypes of MEPs separated by HS scFv binding. (A)** Sorting of MEPs (Lin^−^c-kit^+^CD34^−^FcγRII/III^lo^) into HS3A8-low binding (bottom 50%) and HS3A8-high binding (top 50%) populations. The gray histogram shows the MPB49 (non HS-binding scFv) control. **(B)** Megakaryocyte colony forming potential of sorted HS3A8-high/low MEPs (*n* = 3). **(C)** Representative MegaCult assay of HS3A8 sorted MEPs. Right-side panels show magnified images of acetylcholinesterase positive megakaryocyte colonies generated by sorted HS3A8-low MEPs (upper panels), and predominantly small erythroid colonies generated by sorted HS3A8-high MEPs (lower panels). Scale bars indicate 400 μm. **(D)** Average percentages of colony types formed by HS3A8-low vs. -high sorted MEPs (MPB49 control mock-sorted MEPs as a comparison) in functional erythroid colony forming assay (*n* = 3). **(E)** Fold change of erythroid colony formation within sorted MPB49 and HS3A8-high/low MEPs. **(F)** Color coded heatmap of the top 500 differentially regulated genes in sorted HS3A8-low vs. -high MEPs (*n* = 3 individual mice). Red and navy annotation lines indicate erythroid and megakaryocyte genes, respectively. **(G)** GSEA of differentially expressed genes in HS3A8 sorted MEPs identified positive enrichment of erythroid (upper) and megakaryocytic (lower) gene expression signatures in HS3A8-high and HS3A8-low sorted MEPs, respectively. **(H)** List of canonical erythroid and megakaryocytic genes and their respective fold change in expression between HS3A8-high and -low sorted MEPs. Bars represent mean values. Error bars represent ± SD; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

To define the molecular features associated with HS3A8-sorted MEPs, we performed bulk RNA sequencing (RNA-seq) of FACS-sorted HS3A8-high and HS3A8-low MEPs. 

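The RNA-seq covered mouse bone marrow MEPs, the progenitors of megakaryocytes and erythroid cells, sorted by binding of HS3A8, an scFv against HS. HS3A8-high MEPs were the top 50% and HS3A8-low MEPs the bottom 50% of binding. A further group was mock-sorted with MPB49, an scFv that does not bind HS, and represents total MEPs. Each of the 3 groups has 3 libraries, made by a low-input protocol from 25000 cells per condition. The authors mapped the reads to the mm10 transcriptome with STAR and deposited raw read counts per gene, without normalization. The paper's text does not name the counting program, the annotation release or whether the counting used the strand. Total counts per library ranged from 11781637 to 15850037, with a median of 15307263 in HS3A8-high, 13538997 in HS3A8-low and 13591711 in the MPB49 control. Between 13936 and 15659 genes had at least 1 count in a library. A count of 0 allows up to 3 counts, which is 0.189 to 0.255 CPM (counts of a gene scaled by the library total) in these libraries. These limits cover counting error only, because the reads carry no molecular identifiers. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom from 10.2 (control replicates 2 and 3) to 213 (control replicates 1 and 2). CPM were scaled by TMM, and groups were compared by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Values called blocked come from the same test with the replicate number as a term, because HS3A8-high and HS3A8-low libraries of the same number deviated together. All log2 fold changes are HS3A8-high over HS3A8-low unless another comparison is named.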

Hierarchical clustering of transcripts revealed segregation of a large cohort of differentially expressed genes between the two groups, including numerous canonical erythroid and megakaryocyte genes (Fig. 2 F). Moreover, gene set enrichment analysis (GSEA) identified characteristic erythroid and megakaryocytic gene signatures in the HS3A8-high and HS3A8-low binding cells within MEPs, respectively (Fig. 2 G). 

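Among 11791 genes tested, 451 were differentially expressed between HS3A8-high and HS3A8-low MEPs at an adjusted p under 0.05. Of these, 72 were higher in HS3A8-high and 379 (84.0%) in HS3A8-low. An unadjusted p under 0.05 was reached by 2339 genes, where chance gives 590. The values of the 2 groups did not overlap for any of the 451 genes. Without overlap were 3278 (27.8%) of all genes tested, where chance gives 10%. The median absolute log2 fold change was 0.44 for genes higher in HS3A8-high and 2.29 for genes higher in HS3A8-low. Among the 331 genes with an absolute log2 fold change of at least 1, 330 were higher in HS3A8-low. Of the alternatives set beforehand, voom with quality weights gave the most genes, 1490 with 1063 (71.3%) higher in HS3A8-low. The DESeq2 test gave 1229. Leaving out HS3A8-low replicate 2 gave the fewest, 0 genes, with 1900 at an unadjusted p under 0.05. The count was 42 without HS3A8-high replicate 1, 53 without HS3A8-high replicate 2, 56 without HS3A8-low replicate 1 and 244 without HS3A8-low replicate 3. The blocked test gave 1367 genes, 975 (71.3%) of them higher in HS3A8-low, and included 450 of the 451. With each library's trend with transcript GC content and length also removed, the share higher in HS3A8-low was 62.1% when the trends were centred and 22.6% when they were not. Both forms were chosen after seeing the data. The uncentred form moved the median log2 fold change of all tested genes from -0.019 to 0.24, so its 22.6% is no evidence of a reversal. The 500 genes with the smallest p contained 411 (82.2%) that were higher in HS3A8-low.

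Hierarchical clustering was repeated on the 500 genes with the largest variance over the 6 sorted libraries, chosen without the group labels. The first split of the tree set replicate 3 of both fractions apart from the other 4 libraries. Mean Pearson correlation across these genes was 0.604 within and 0.578 between fractions, and 5 of the 10 ways to split the libraries gave as large a difference. Libraries of the same number deviated together, which can raise the correlation between fractions. Only 4 of the 10 splits part every such pair, so this count cannot decide whether the fractions separate. Genes are not independent replicates. With all 11791 genes the tree split by fraction, and 1 of the 10 splits, the real one, was as large. Over the 500 genes the first principal component, with 75.2% of the variance, ran from -61.6 to 4.82 in HS3A8-high and from 23.5 to 52.6 in HS3A8-low.

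Of the genes labelled in Fig. 2 F, Itga2b (ENSMUSG00000034664, chromosome 11 of GRCm38 from 102453297 to 102470122) had 5.86 ± 2.01 CPM (SD, n = 3) in HS3A8-high and 94.9 ± 31.5 (SD, n = 3) in HS3A8-low. Its log2 fold change was -4.01 (standard error 0.338, adjusted p = 0.00712), and -4.32 to -3.70 with 1 library left out. Cd9 had 7.93 ± 1.32 CPM in HS3A8-high and 39.6 ± 7.9 in HS3A8-low, with a log2 fold change of -2.32 (standard error 0.216, adjusted p = 0.00712). Annotated exons of another gene overlap 10.7% of the Cd9 exons. Without HS3A8-low replicate 2 neither passed the threshold (adjusted p = 0.0685 for each). Meis1 had a log2 fold change of -3.33 (standard error 0.371, adjusted p = 0.0128), and other genes overlap 18.3% of its exons. Fli1 had one of -2.19 (standard error 0.401, adjusted p = 0.0363). Ermap had 1022 ± 116 CPM in HS3A8-high and 768.6 ± 42.8 in HS3A8-low, a log2 fold change of 0.41 (standard error 0.0958, adjusted p = 0.068). Cpox had 636.9 ± 13.2 CPM in HS3A8-high and 518.1 ± 19.7 in HS3A8-low, a log2 fold change of 0.30 (standard error 0.0647, adjusted p = 0.0569). Both of these erythroid genes passed the threshold in the blocked test, Ermap at an adjusted p of 0.0173 (0.00219 to 0.263 over its 16 alternatives) and Cpox at 0.0335 (0.00221 to 0.399).

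**Figure D1:**
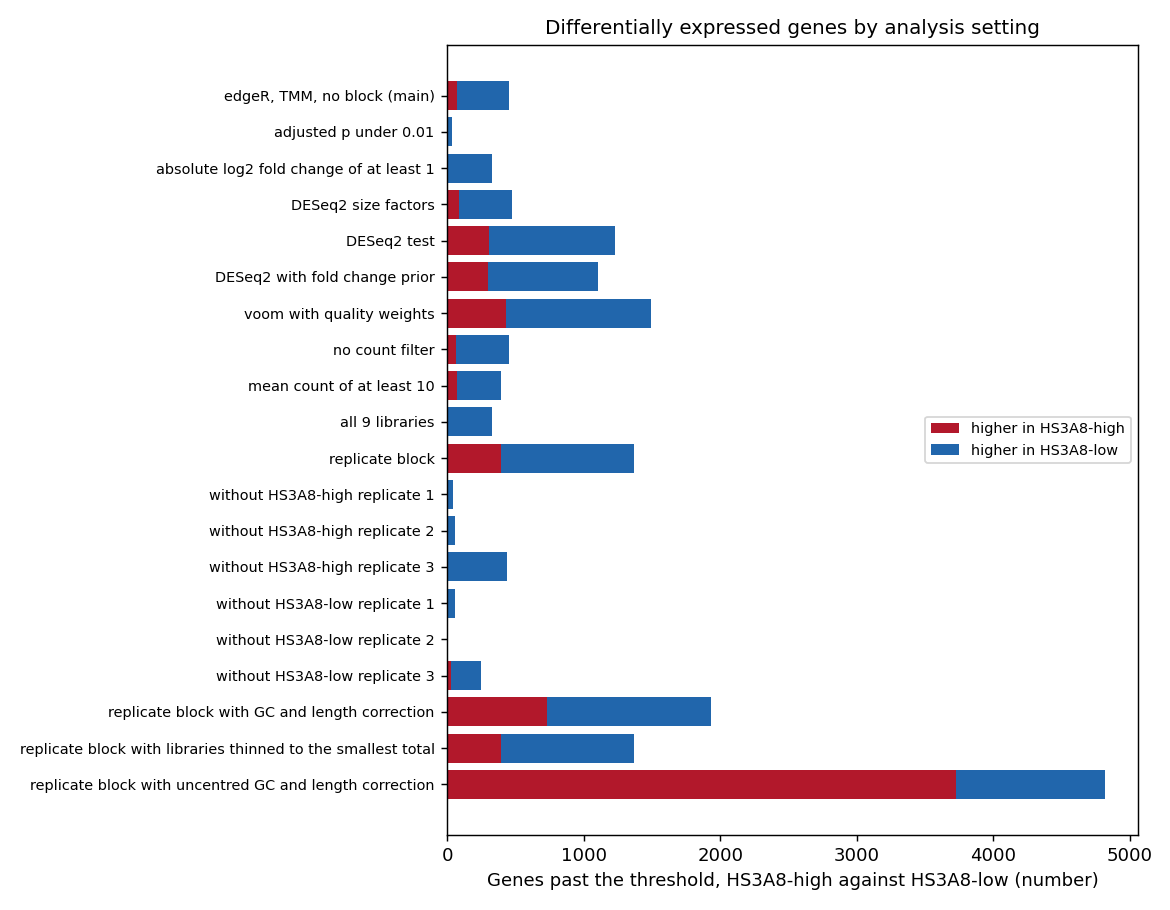
Number of genes past the threshold between HS3A8-high and HS3A8-low MEPs (x axis, starting at 0) under each analysis setting (y axis), as bars divided into genes higher in HS3A8-high (red) and in HS3A8-low (blue). The count is 451 in the main analysis, 1367 in the blocked test and 0 without HS3A8-low replicate 2, and the genes higher in HS3A8-high outnumber the others only with the uncentred GC and length correction (3728 of 4817). That correction, chosen after seeing the data, shifts all genes towards HS3A8-high.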

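Signatures were tested with camera, a competitive set test of limma, at a preset correlation between genes of 0.01. The members of the sets shown in Fig. 2 G were not used here, and the lists below were written before the counts were seen. A list of 29 further erythroid genes, such as globin, heme synthesis and membrane skeleton genes, shares none with Fig. 2 H, and 28 could be tested. It holds Ermap and Cpox, which Fig. 2 F labels for these libraries, and is not independent of the paper's selection. Their median log2 fold change was 0.06, with 16 genes higher in HS3A8-high and 12 in HS3A8-low and a camera p of 0.0236. None of the 28 passed the threshold over all genes (0), and 4 did when adjusted over the list alone. The blocked test gave 5 and 6. With Ermap and Cpox left out, an alternative chosen after seeing the data, the camera p was 0.102 and 0 of 26 genes passed over the list alone, against 0.132 and 4 in the blocked test. With all 28 genes the camera p was 0.0844 without HS3A8-high replicate 3 and 0.123 without HS3A8-low replicate 1, where the medians were 0.08 and 0.02, and the median was 0.17 without HS3A8-low replicate 3. A list of 24 further megakaryocyte genes, such as platelet glycoproteins, had 17 that could be tested, 16 of them higher in HS3A8-low. Their median log2 fold change was -2.48, or -2.43 with the 1 gene whose HS3A8-high libraries all lie at the limit of a count of 0 set to its bound, with a camera p of 3.33e-08. Past the threshold were 3 of these genes over all genes and 11 adjusted over the list alone, against 10 and 13 in the blocked test.

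The 13 erythroid genes of Fig. 2 H had a median log2 fold change of 0.26 and a camera p of 4.19e-07. The 13 megakaryocytic genes had a median of -2.32 and a camera p of 5.26e-11. Adjusted over the list alone, 2 of the erythroid and 10 of the megakaryocytic genes passed the threshold, and 10 and 12 in the blocked test. The paper's text does not say how these genes were chosen and shows them with their fold changes in these libraries, so this is not independent evidence. With the correlation estimated from the data, the call held for the Fig. 2 H erythroid genes (p of 0.00585) and not for the Fig. 2 H megakaryocytic genes (0.0814), the further megakaryocyte genes (0.0923) or the further erythroid genes (0.237). Under fry, a self-contained set test, the calls held for both Fig. 2 H lists (0.000491 and 0.00561) and the further megakaryocyte genes (0.0139), but not for the further erythroid genes (0.197). Over 18 alternatives, the p for the further erythroid genes ran from 0.000462 to 0.237. A pre-ranked enrichment used the paper's score, computed from DESeq2 over 13683 genes. Its normalized score was 1.85 for the further erythroid list (p of 0.000649) and -1.54 for the further megakaryocyte list (p of 0.0078).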

We further confirmed the expression of several bona fide megakaryocyte and erythroid marker genes in HS3A8-high vs. HS3A8-low sorted MEPs by quantitative RT-PCR (qRT-PCR; Fig. 2 H and Fig. S2 F). 

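The qRT-PCR itself is not part of the counts, and the values here are for the genes of Fig. 2 H in the RNA-seq libraries. The 13 erythroid genes were all higher in HS3A8-high, with log2 fold changes from 0.07 to 0.41. Only Car1 passed the threshold among them, and 5 did in the blocked test. Car1 (ENSMUSG00000027556, chromosome 3 of GRCm38 from 14766216 to 14808368) had 5559 ± 192 CPM (SD, n = 3) in HS3A8-high and 4338 ± 236 (SD, n = 3) in HS3A8-low. Its log2 fold change was 0.36 (standard error 0.0545, adjusted p = 0.0257), from 0.34 to 0.43 with 1 library left out. It lost the call in each of the 6 fits that left out 1 library, and over its 16 alternatives the adjusted p ran from 0.00162 to 0.115. Klf1 had 956.3 ± 83.1 CPM in HS3A8-high and 762.8 ± 96 in HS3A8-low (log2 fold change 0.33, adjusted p = 0.168). In the blocked test Klf1 passed the threshold at 0.0243, against 0.00133 to 0.504 over its alternatives. Klf3, Fubp1 and Car2 also passed in the blocked test and not in the main one. Gata1 had a log2 fold change of 0.22 (adjusted p = 0.276) and Epor one of 0.28 (adjusted p = 0.15).

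All 13 megakaryocytic genes were higher in HS3A8-low, and the log2 fold changes of the 12 reported here ran from -4.29 to -0.61. Past the threshold were 8 of the 13, and 10 in the blocked test, which added Itgb3 and Itga6. Pf4 (ENSMUSG00000029373, chromosome 5 from 90772435 to 90773383), which encodes platelet factor 4, had 3.34 ± 1.47 CPM in HS3A8-high and 65.7 ± 19 in HS3A8-low. Its log2 fold change was -4.29 (standard error 0.383, adjusted p = 0.00712), from -4.66 to -4.00 with 1 library left out. Without HS3A8-low replicate 2 Pf4 did not pass the threshold (adjusted p = 0.0685). Itgb3 had a log2 fold change of -3.92 (standard error 1.1, adjusted p = 0.106), with a blocked adjusted p of 0.0316 and a range of 0.00484 to 0.305 over its alternatives. Nfe2 (-0.70, adjusted p = 0.0257) and Erg (-3.67, adjusted p = 0.0307) passed, while Runx1, Itga6, Vwf and Hdac11 did not. Other genes overlap 17.9% of the Hdac11 exons. The primers of Table S3 include those for Gata1, Epor, Ermap, Klf3 and Klf1, none of which passed the threshold in the main test, and the megakaryocytic genes Fli1, Itga2b and Pf4, which did, and Itgb3, which did not.

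**Figure D2:**
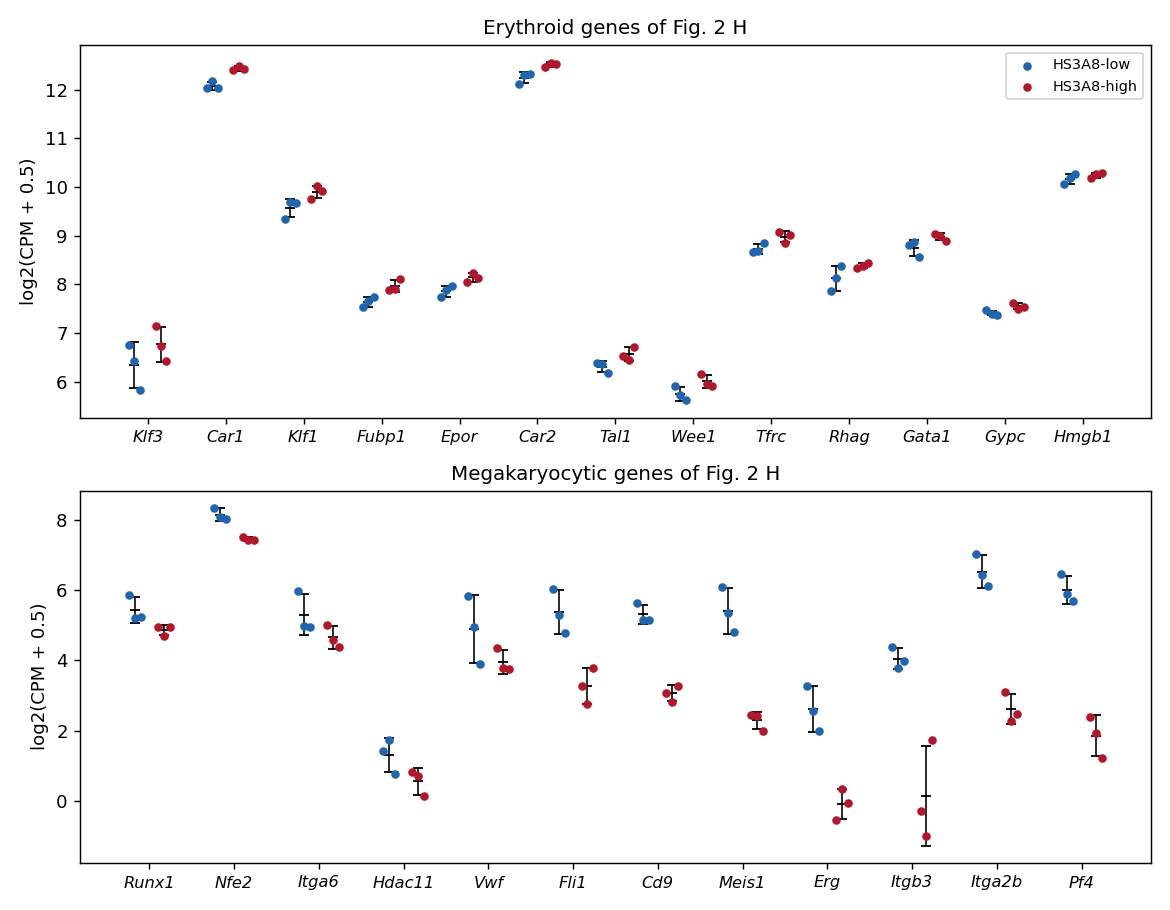
Expression of the 13 erythroid (top) and 12 of the megakaryocytic (bottom) genes of Fig. 2 H, as log2 of CPM + 0.5 (y axis) per gene (x axis), with 1 point per library, HS3A8-low in blue and HS3A8-high in red, and the mean ± SD of 3 libraries. Fitted log2 fold changes run from 0.07 to 0.41 for the erythroid genes and from -4.29 to -0.61 for the megakaryocytic genes.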

In sum, the HS glycotyping approach identified functionally and molecularly distinct subsets of megakaryocytic and erythroid cells within the MEP population as defined by conventional immunophenotypic means.

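The genes with the largest log2 fold changes were taken by a rule set beforehand, 5 in each direction. Among them is Gpc4, which the paper names in its heptad of HS-related genes. Highest in HS3A8-high relative to HS3A8-low was Gpc4 (ENSMUSG00000031119, chromosome X of GRCm38 from 52053021 to 52165252), a glypican that carries HS. Gpc4 had 41.1 ± 1.47 CPM (SD, n = 3) in HS3A8-high and 3.71 ± 1.7 (SD, n = 3) in HS3A8-low. Its log2 fold change was 3.46 (standard error 0.349, adjusted p = 0.00868), and 3.16 to 3.81 with 1 library left out. The cell cycle genes Ube2c, Plk1 and Kif18b followed with log2 fold changes of 0.70, 0.61 and 0.61, and the mitochondrial gene Chchd10 with 0.59. Exons of other genes overlap 22.8% of those of Ube2c and 11.4% of those of Chchd10. In the other direction Tcf7 had 0.708 ± 0.393 CPM in HS3A8-high and 61.1 ± 27 in HS3A8-low, a log2 fold change of -6.39 (standard error 0.545, adjusted p = 0.00712). Trbc1 had 0.423 ± 0.335 CPM in HS3A8-high and 24.2 ± 1.58 in HS3A8-low, a log2 fold change of -5.79 (standard error 0.493, adjusted p = 0.00712). Fgf3, Ctla2a and Rora had log2 fold changes of -6.37, -6.19 and -5.52, and other genes overlap 16.3% of the Ctla2a exons. None of the 10 genes passed the threshold without HS3A8-low replicate 2, where Gpc4, Tcf7 and Trbc1 reached an adjusted p of 0.0685.

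In all 10 genes the 2 groups did not overlap, a condition of the rule. From the megakaryocyte and erythroid colony assays of sorted MEPs and the segregation of erythroid and megakaryocyte genes in the RNA-seq and qRT-PCR, the paper concludes that HS glycotyping separates functionally and molecularly distinct megakaryocytic and erythroid subsets within MEPs.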

### HS scFv-defined HSPC subsets have functionally distinct properties in vivo

We next wondered whether we could also use the glycotyping approach to isolate a similar subset of cells we identified in the MEP population from a more heterogeneous cell population. We therefore focused on the entire c-kit^+^ cell population of HSPCs and sorted cells into HS3A8-high (top 50%) or HS3A8-low (bottom 50%) populations (Fig. 3 A). HS3A8-high c-kit^+^ HSPCs exhibited nearly fourfold lower total colony forming potential as compared to HS3A8-low c-kit^+^ HSPCs (Fig. 3 B). Furthermore, HS3A8-high c-kit^+^ cells generated mostly monocytic and erythroid colonies, while HS3A8-low c-kit^+^ cells showed increased immature GEMM (granulocyte, erythrocyte, monocyte, and megakaryocyte) colonies and significant enrichment in granulocytic colonies (Fig. 3 C). Importantly, functional megakaryocyte colony forming potential was almost completely restricted to HS3A8-low c-kit^+^ HSPCs (Fig. 3 D). To test whether the HS present on HS3A8-high c-kit^+^ cells was necessary for the differentiation down the erythroid lineage, we removed surface HS from c-kit^+^ HSPCs by digestion with a heparinase cocktail. We observed decreased colony forming potential for both erythroid BFU-E and CFU-Es, suggesting that HS is cell-autonomously required for the development of erythroid cell populations (Fig. 3, E and F).

**Figure 3.**
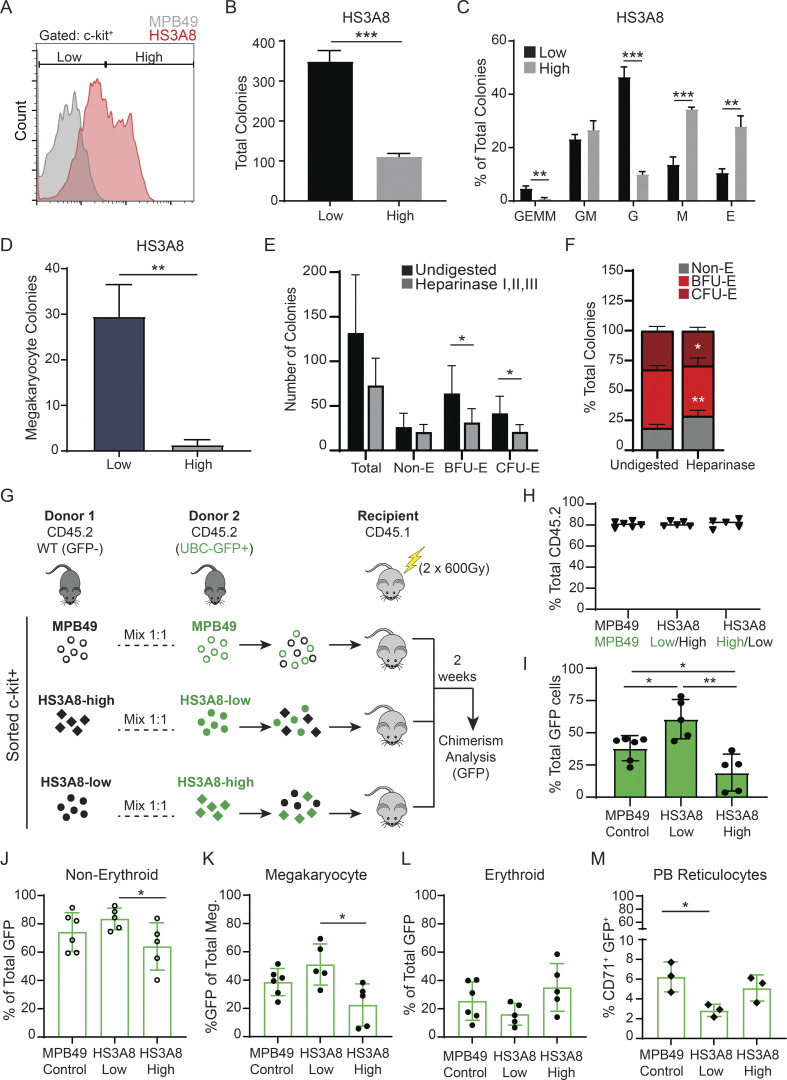
**Functional separation of a heterogeneous HSPC pool by HS scFv binding. (A)** Sorting of c-kit^+^ (Lin^−^c-kit^+^) HSPCs into low (bottom 50%) and high (top 50%) populations based on binding of HS3A8. The gray histogram shows the MPB49 (non HS-binding scFv) control. **(B)** Total colony forming capacity of sorted c-kit^+^ HS3A8-high vs. -low cells. **(C)** Percentage of colony types generated by c-kit^+^ HS3A8-high/low sorted HSPCs (*n* = 3). **(D)** Megakaryocyte colony forming potential of c-kit^+^ HS3A8-high/low sorted HSPCs (*n* = 3). GEMM, granulocyte, erythrocyte, monocyte, megakaryocyte CFU; GM, granulocyte, monocyte CFU; G, granulocyte CFU; M, monocyte CFU; E, erythrocyte CFU. **(E)** Erythroid colony formation of sorted c-kit^+^ (Lin^−^c-kit^+^) cells with or without digestion by a Heparinase I, II, III cocktail (*n* = 6). **(F)** Percentages of colony types from erythroid colony forming assay of sorted c-kit^+^ (Lin^−^c-kit^+^) cells with or without digestion by a Heparinase I, II, III cocktail (*n* = 6). **(G)** Outline of competitive transplantation of HS scFv-sorted HSPCs. MPB49 control stained and mock-sorted HSPCs from non-GFP and GFP donors (expressing GFP ubiquitously under control of the ubiquitin-C promoter [UBC-GFP^+^]) were equally mixed and transplanted into lethally irradiated congenic recipients. HS3A8-low sorted HSPCs from a UBC-GFP^+^ donor were equally mixed with HS3A8-high sorted HSPCs from a non-GFP donor (and vice versa) and then transplanted. **(H)** Total donor engraftment in bone marrow of transplanted recipients 2 wk after transplantation (*n* = 5–6 per group). **(I)** Donor chimerism of GFP^+^ donor in each transplanted group (*n* = 5–6 per group). **(J)** Percentage of non-erythroid cells (CD71^−^Ter-119^−^) within GFP^+^ donor cells for each transplanted group (*n* = 5–6 per group). **(K)** Percentage of GFP^+^ cells within total donor megakaryocytes (CD41^+^CD42d^+^; *n* = 5–6 per group). **(L)** Percentage of erythroid cells (CD71^+^ and/or Ter-119^+^) within GFP^+^ donor cells for each transplanted group (*n* = 5–6 per group). **(M)** Percentage of CD71^+^ cells within GFP^+^ donor cells in the peripheral blood for each transplanted group (*n* = 3 per group). Bars represent mean values. Error bars represent ± SD; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

To assess the functional capacity of HS3A8 scFv-defined cell populations in vivo, we performed competitive transplantation assays using mixtures of HS3A8 or MPB49 (control group) sorted bone marrow cells from wild-type (GFP^−^) mice and mice with GFP expression driven by a ubiquitous promotor (UBC-GFP^+^; Fig. 3 G). While the control (MPB49 mock-sorted) group and the HS3A8-sorted experimental groups resulted in similar total engraftment (Fig. 3 H), transplanted HS3A8-low GFP^+^ cells showed significantly increased overall hematopoietic reconstitution, while HS3A8-high GFP^+^ cells displayed diminished capacity for reconstitution (Fig. 3 I). Interestingly, GFP^+^ cells reconstituted from the HS3A8-low GFP^+^ transplant group showed a significant increase in non-erythroid cells compared to HS3A8-high GFP^+^ transplanted cells (Fig. 3 J). Conversely, cells from the HS3A8-high GFP^+^ transplant displayed a two- to threefold lower capacity to reconstitute megakaryocytes (Fig. 3 K) and a substantially greater capacity to reconstitute erythroid cells in the bone marrow (P = 0.051; Fig. 3 L). Additionally, the HS3A8-low GFP^+^ transplant group gave rise to ∼50% fewer peripheral blood reticulocytes (CD71^+^; Fig. 3 M). Collectively, these results demonstrate that glycotyping based on high vs. low binding of the HS3A8 scFv can distinguish HSPC subpopulations with distinct functional properties in vitro and in vivo.

### HS glycotyping separates molecularly distinct HSPCs and their lineages

To dissect HS-based partitioning, we sorted HS3A8-high, HS3A8-low, and MPB49 (mock-sorted, representing total) from a heterogenous pool of Lin^−^c-kit^+^ HSPCs and performed single-cell RNA-seq (scRNA-seq). Dimensionality reduction of scRNA-seq data using uniform manifold approximation and projection (UMAP) faithfully segregated single cells into a continuum of various lineages from the MPB49 sorted sample (Fig. S3, A–C). Remarkably, HS3A8-low sorted HSPCs were almost completely devoid of cells exhibiting an erythroid transcriptional profile, while these same clusters were enriched in HS3A8-high sorted HSPCs (Fig. 4, A and B). Conversely, the HS3A8-low sample was enriched for cells with megakaryocyte, granulocyte, and GMP gene signatures, as compared to the HS3A8-high sorted sample (Fig. 4, A and B). Importantly, HS3A8 binding was able to further resolve the MEP cluster (cluster 3) into two transcriptionally distinct populations, and analysis of these MEPs revealed clear functional divergence on the basis of HS3A8 binding (Fig. 4 C). Unbiased GSEA of the complete set of Molecular Signatures Database pathways revealed a GATA2 target signature (required for megakaryopoiesis; Huang et al., 2009) enriched in HS3A8-low MEPs and an erythroid-related gene signature enriched in the HS3A8 high-MEPs among the top hits (Fig. 4 D). We, therefore, hypothesized that differential erythroid vs. megakaryocytic potential drove the HS3A8-high vs. -low separation within the bipotent MEPs. To further characterize this lineage bias, enrichment signatures were derived from previously established gene expression data using the top 20 upregulated genes in highly fractionated erythroid progenitors (ERPs) and megakaryocyte progenitors (MkPs), each compared to baseline MEPs (Lu et al., 2018). Visualizations of UMAP embeddings colored by normalized module scores illustrated a clear MkP propensity within HS3A8-low sorted cells and ERP propensity within HS3A8-high MEPs (Fig. 4 E).

**Figure S3.**
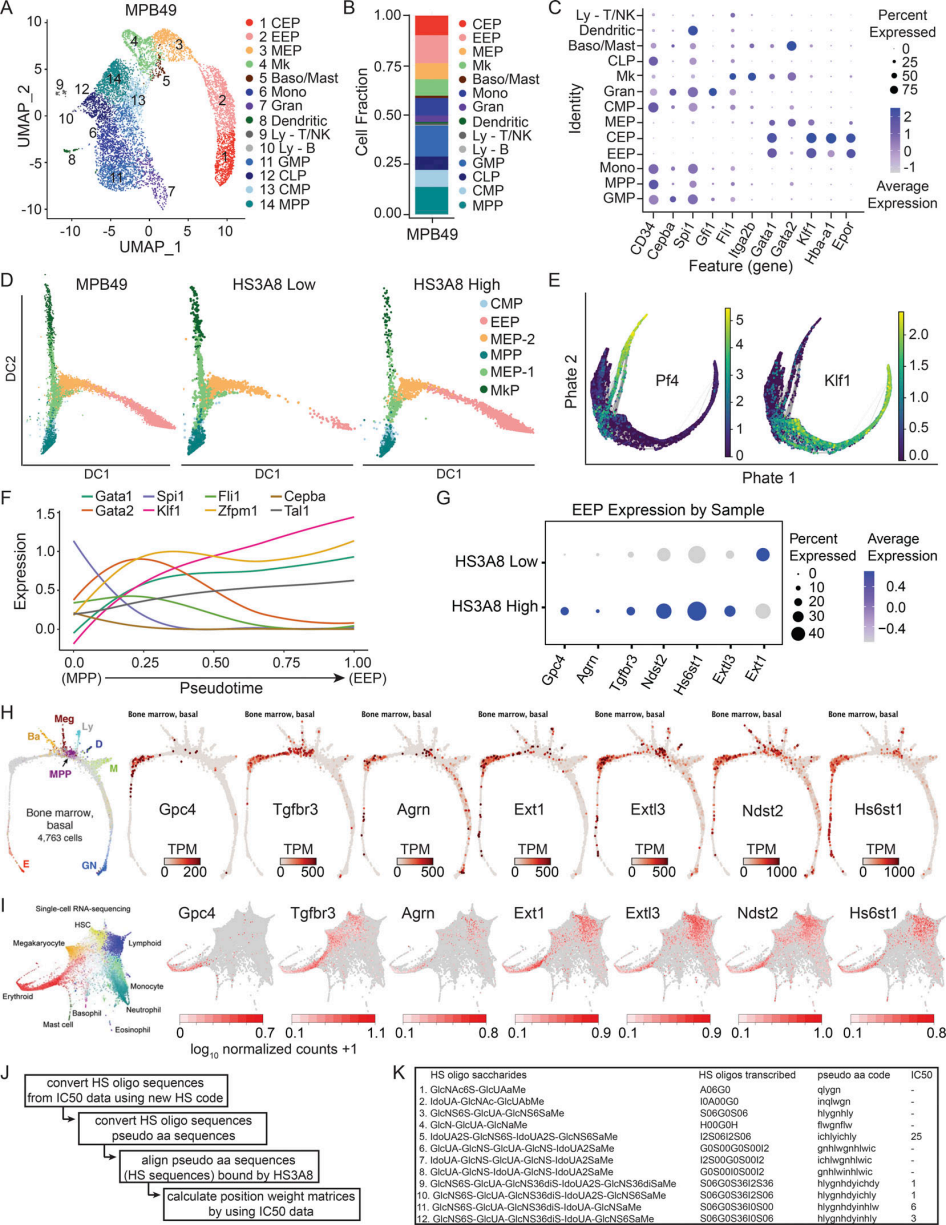
**Molecular signatures of HSPCs purified by HS scFvs, a heparan sulfate gene signature within the erythroid lineage, and determination of HS scFv binding characteristics. (A)** UMAP visualization of scRNA-seq of MPB49 sorted HSPCs segregated into transcriptionally distinct clusters. This is the control corresponding to Fig. 4 A. CEP, committed erythroid progenitor; Mk, megakaryocyte progenitor; Baso/Mast, basophil/mast cell progenitor; Mono, monocyte progenitor; Gran, granulocyte progenitor; Ly-T/NK, lymphocyte–T/natural killer cell progenitor; Ly-B, lymphocyte–B cell progenitor; CLP, common lymphoid progenitor. **(B)** Fraction of cells within each transcriptionally distinct cluster in MPB49 sorted HSPCs. **(C)** Dot plot indicating the frequency and expression of genes used for cluster validation using MPB49 sorted cells. **(D)** Diffusion mapping of the MPP to megakaryocyte progenitor or erythroid progenitor trajectories within MPB49, HS3A8-low, and HS3A8-high sorted cells. **(E)** PHATE visualization of the MPP to megakaryocyte/erythroid progenitor trajectory from integrated scRNA-seq data with respect to validating transit genes *Pf4* (megakaryocyte) and *Klf1* (erythroid). **(F)** Expression of validating transcriptional master regulator genes across pseudotime within the MPP to EEP trajectory. **(G)** Dot plot depicting expression of the identified HS heptad in EEPs. **(H)** SPRING plots colored by normalized expression, confirming the seven identified HS-related genes with enriched expression within erythroid differentiation from a scRNA-seq dataset (GSE89754). **(I)** Force-directed graphs colored by normalized expression, confirming the seven identified HS-related genes enriched in erythroid differentiation from additional scRNA-seq data (GSE107727). **(J)** Flowchart for the calculation of position weight matrices (PWM) from IC50 data (Dennissen et al., 2002). **(K)** Data from Dennissen et al. (2002) used to calculate the PWM for the HS epitope recognized by HS3A8, showing the sequences of HS oligos (column 1) transcribed into the hew HS code (column 2), and then transcribed into a pseudo amino acid sequence (column 3), along with the IC50 for HS3A8 expressed as μg/ml of HS oligo that inhibited binding of HS3A8 to heparin.

**Figure 4.**
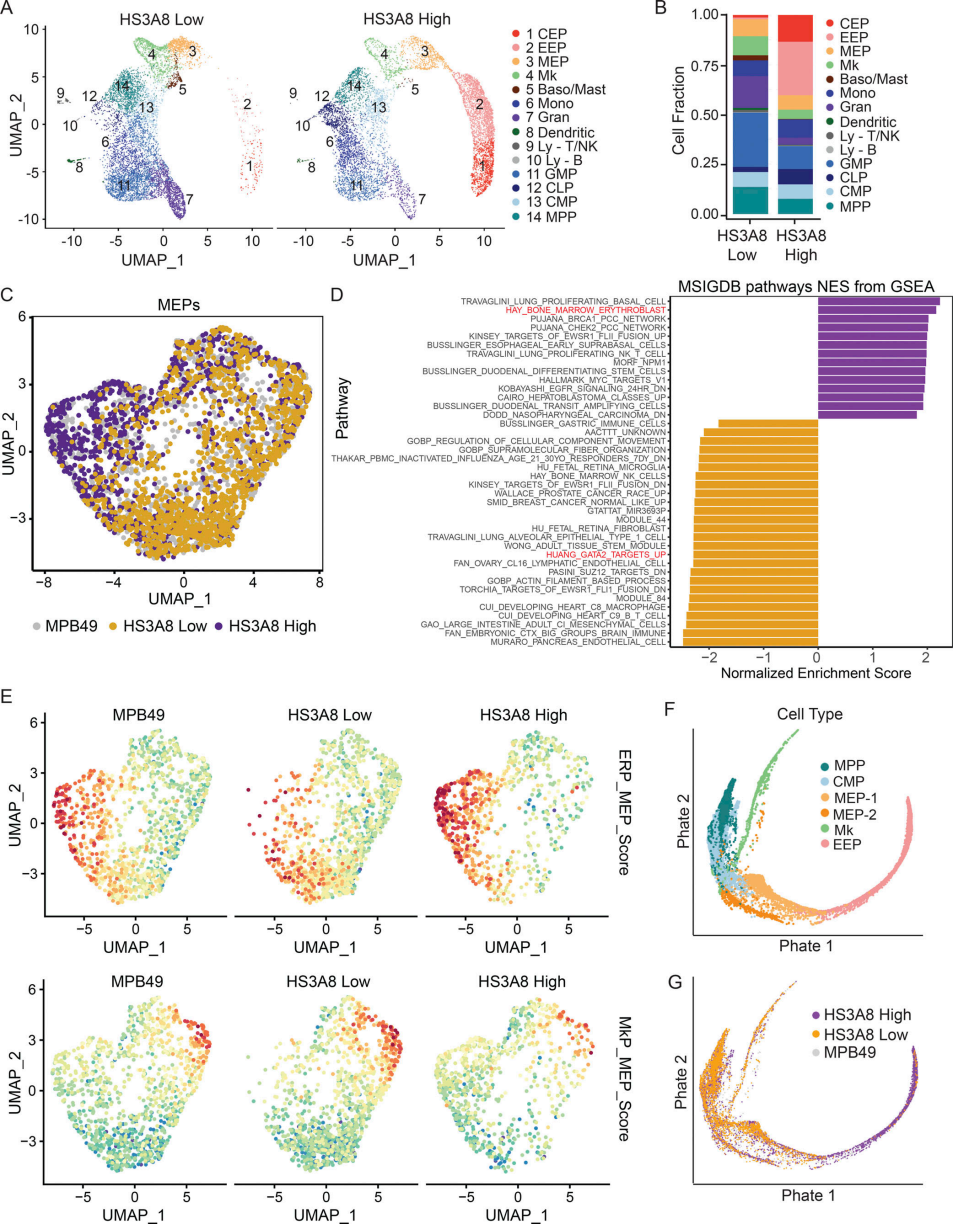
**HS3A8 scFv binding separates HSPCs into transcriptionally distinct subsets. (A)** UMAP of single-cell transcriptomes from HS3A8-low and HS3A8-high sorted Lin^−^c-kit^+^ HSPCs. Plots are colored by cluster identities (CEP, committed erythroid progenitor; Mk, megakaryocyte progenitor; Baso/Mast, basophil/mast cell progenitor; Mono, monocyte progenitor; Gran, granulocyte progenitor; Ly-T/NK, lymphocyte–T/natural killer cell progenitor; Ly-B, lymphocyte–B cell progenitor; CLP, common lymphoid progenitor). Compare also to MPB49 control UMAP in Fig. S3 A. **(B)** Quantification of the cell fraction of each transcriptionally clustered cell population within HS3A8-low and HS3A8-high sorted HSPCs. Compare also to quantification of MPB49 control-sorted cells in Fig. S3 B. **(C)** UMAP of subset MEP-like clusters (cluster 3) from MPB49, HS3A8-low, or HS3A8-high sorted cells. **(D)** GSEA analysis of HS3A8-high vs. HS3A8-low MEPs (cluster 3) isolated from scRNA-seq analysis. Purple bars indicate signatures positively enriched in HS3A8-high vs. -low MEPs and orange bars indicate signatures negatively enriched in HS3A8-high vs. -low MEPs. P < 0.05 for all signatures. **(E)** UMAP of subset MEP-like clusters colored by an assigned ERP vs. MEP score (upper panel) or MkP vs. MEP score (lower panel) generated from the top 20 up- and downregulated genes from each population (Lu et al., 2018). **(F)** PHATE projection of the MPP to EEP trajectory, colored by cluster, using integrated scRNA-seq data. **(G)** PHATE visualization of MPB49, HS3A8-low, and HS3A8-high sorted HSPCs overlaid onto the MPP to EEP trajectory.

To obtain insight into the temporal expression of HS modification patterns along distinct cell fate trajectories, we employed trajectory inference using PHATE (Potential of Heat-diffusion for Affinity-based Transition Embedding; Moon et al., 2019) and diffusion mapping to query the expression of HS modifications as multi-potent progenitors (MPPs) transition into megakaryocyte or erythroid lineages (Fig. 4 F and Fig. S3, D–F). Interestingly, we found that HS3A8-low and HS3A8-high cells diverged at the MEP level and upon commitment to the megakaryocyte (HS3A8-low dominant) or early erythroid (HS3A8-high dominant) stages (Fig. 4 G). These data demonstrate the discriminatory power of HS glycotyping at single-cell resolution and pinpoint the differences in lineage commitment of HS3A8-high vs. HS3A8-low HSPC to the immunophenotypically defined MEP stage.

To discern HS-associated genes underlying this process, we screened our composite scRNA-seq data for the expression of known HS proteoglycans and glycosaminoglycan synthesis and modifying enzymes across different subsets of hematopoietic progenitors (Fig. 5 A; Fernández-Vega et al., 2015; Crespo et al., 2018). We identified a heptad of genes (*Gpc4*, *Tgfbr3*, *Agrn*, *Ext1*, *Extl3*, *Ndst2*, and *Hs6st1*) whose expression was significantly enriched within MEPs compared to other progenitors and in erythroid populations (Fig. 5 A). Upon mapping expression of these genes onto our trajectory analysis, we found that they exhibited unique expression dynamics during the transition from progenitor to the committed erythroid stage (Fig. 5, B and C). Specifically, HS modifying enzymes, including the *Ndst2*/*N*-deacetylase-*N*-sulfotransferase and the *Hs6st1*/HS 6-*O*-sulfotransferase as well the *Gpc4*/Glypican and *Agrn*/Agrin HSPG core proteins were significantly enriched in the early erythroid progenitor (EEP) fraction (Fig. 5, B and C; and Fig. S3 G). Microarray data of hematopoietic progenitors illustrated overexpression of this HS-related heptad in MEPs as compared to CMP and GMP populations (Fig. 5 D). In further support, we found consistent enrichment of the same HS-related heptad in the erythroid populations in two publicly available scRNA-seq datasets (Fig. S3, H and I). Since we find that HS is required for erythroid differentiation, these findings suggest that this heptad of HS genes is functionally important.

**Figure 5.**
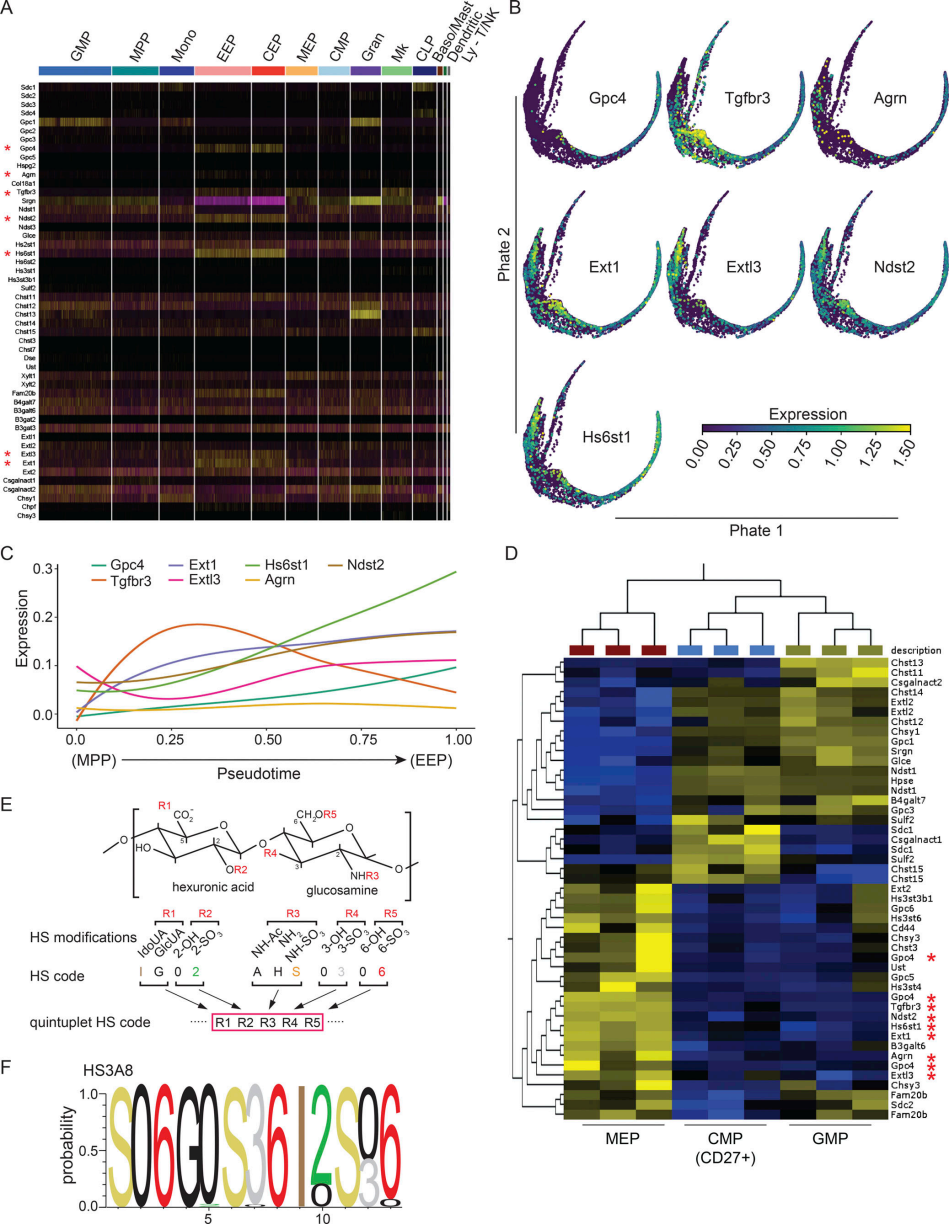
**Expression dynamics of a heptad of HS-related genes enriched in erythroid populations and binding characteristics of the HS3A8 scFv. (A)** Heatmap of the expression of HS-related genes within clustered cell populations. Asterisks indicate genes uniquely enriched in the erythroid arm of hematopoiesis. Different cell populations are color coded. CEP, committed erythroid progenitor; Mk, megakaryocyte progenitor; Baso/Mast, basophil/mast cell progenitor; Mono, monocyte progenitor; Gran, granulocyte progenitor; Ly-T/NK, lymphocyte–T/natural killer cell progenitor; CLP, common lymphoid progenitor). **(B)** PHATE visualization of *Gpc4*, *Tgfbr3*, *Agrn*, *Ext1*, *Extl3*, *Ndst2*, and *Hs6st1* expression within the MPP to EEP trajectory. **(C)** Expression of the identified HS-related gene heptad across pseudotime within the MPP to EEP trajectory. **(D)** Differentially expressed HS-related genes within CMP (CD27^+^), GMP, and MEP populations by microarray (GSE33937). Red asterisks indicate probes of the seven HS-related genes previously identified from scRNA-seq data. Yellow signifies up-regulation and blue down-regulation. **(E)** A quintuplet code that defines possible modifications on an HS disaccharide allows continuous coding of HS sequences (Townley and Bülow, 2018). The five positions that can be modified in a HS disaccharide are shown. 11 digits can describe a HS disaccharide in a quintuplet code. IdoA: iduronic acid, GluA: glucuronic acid. **(F)** Position weight matrix describing the presumptive HS epitopes bound by the HS3A8 scFv, calculated from published competitive ELISA data (Dennissen et al., 2002) using the quintuplet code. For details on calculations, see Materials and methods and Fig. S3, J and K.

Given the ability of HS3A8 to segregate hematopoietic cells into functionally and molecularly distinct populations, we wanted to gain insight into the HS epitope recognized by the HS3A8 scFv. To this end, we utilized IC50 data from competitive ELISA experiments (Dennissen et al., 2002) with 12 different HS oligosaccharides of defined sequence that measured inhibition of HS3A8 scFv binding to heparin (Fig. S3, J and K). Using this data, we generated a position weight matrix of the HS epitope recognized by the HS3A8 scFv (akin to transcription factor binding sites in DNA; Fig. 5, E and F). Intriguingly, *N*-sulfation and 6-*O*-sulfation, which can be introduced by the HS modifying enzymes *Ndst2*/*N*-deacetylase-*N*-sulfotransferase and the *Hs6st1*/HS 6-*O*-sulfotransferase, respectively, feature prominently in the putative HS epitope recognized by HS3A8 (Fig. 5 F). Therefore, the HS epitope recognized by HS3A8 on EEPs reflects the expression profile of corresponding HS modifying enzymes in this cell population.

### Human erythroid and megakaryocyte differentiation show similar and dynamic HS modification patterns

We next investigated the portability of the glycotyping approach to interrogate HS modification patterns within human progenitors and their subsequent differentiation into megakaryocyte and erythroid lineages. Interestingly, binding patterns of the HS scFv panel to human CD34^+^ HSPCs (i.e., their glycotypes) were similar to glycotypes observed in mouse HSPCs (Fig. 6, A and B; and Fig. S4 A). When we performed megakaryocytic and erythroid differentiation assays of human CD34^+^ cells in vitro (Fig. 6, C and D), we found the temporal and dynamic binding patterns of HS scFvs during human erythroid commitment (Fig. 6 E; and Fig. S4, B and D; and Fig. S5 A) as well as megakaryocyte differentiation (Fig. 6 F; and Fig. S4, C and E; and Fig. S5 B) to resemble those observed in the murine system. Mapping scFv binding of similarly staged cell populations between human (data from Fig. 6, E and F, and Fig. S4, B and C) and mouse (data from Fig. 1, D and F) showed a shared pattern of HS scFv binding dynamics, in which binding of several scFvs increased upon early erythroid commitment and decreased during terminal differentiation, while megakaryocytic differentiation was characterized by relatively diminished and stable levels of HS scFv binding (Fig. 6, G and H). These data suggest a shared dynamic patterning of HS modifications recognized by HS scFvs during erythroid commitment in mouse and humans and consistently low levels of surface HS on megakaryocytic cells (at least as far as recognized by the eight scFvs used here).

**Figure 6.**
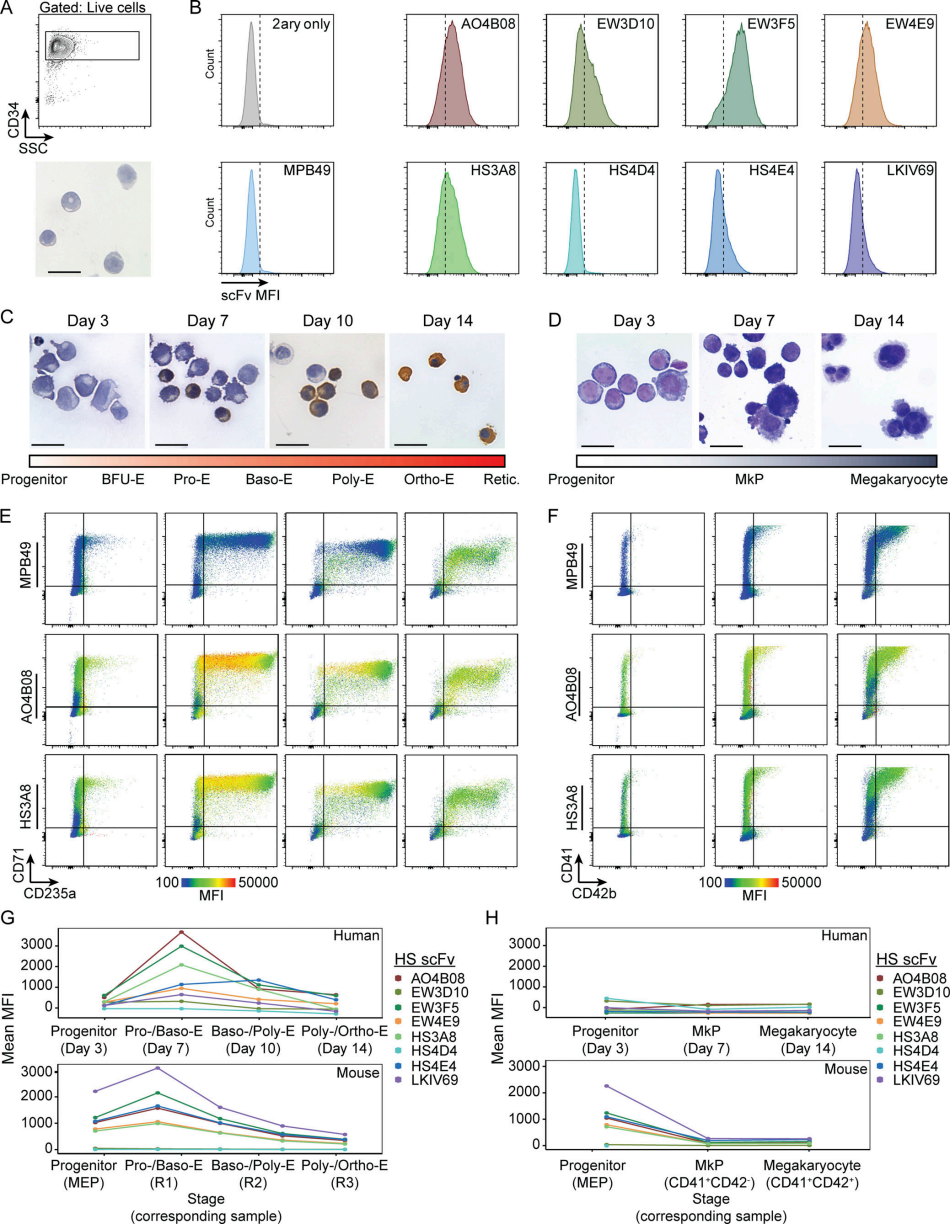
**HS scFv binding patterns within human megakaryocyte and erythroid differentiation reveal dynamically and temporally shared HS-modification patterns. (A)** Representative FACS density plot (upper panel) and morphology (May-Grunwald-Giemsa stain; lower panel) of human CD34^+^ cells. Scale bar indicates 20 μm. **(B)** Histograms of HS scFv binding to human CD34^+^ cells (donor #1). **(C)** Cell morphological time course of experimental in vitro erythroid differentiation of human CD34^+^ cells. A scheme bar indicating the distinct erythroid differentiation stages is included. Pro-E, proerythroblast; Baso-E, basophilic erythroblast; Poly-E, polychromatic erythroblast; Ortho-E, orthochromatic erythroblast. Scale bar indicates 20 μm. **(D)** Cell morphological time course of experimental in vitro megakaryocytic differentiation of human CD34^+^ cells. A scheme bar indicating distinct megakaryocytic differentiation stages is included. Scale bar indicates 20 μm. **(E)** Flow cytometry plots of HS scFv signal overlaid on the erythroid differentiation markers CD71 and CD235a during day 3, 7, 10, and 14 of erythroid differentiation (donor #1). The color coding of scFv-binding MFI is shown at the bottom. **(F)** Heatmap of HS scFv signal overlaid on the megakaryocyte differentiation markers CD41 and CD42b during day 3, 7, and 14 of megakaryocyte differentiation (donor #1). The color coding of scFv-binding MFI is shown at the bottom. **(G)** Binding of HS scFvs in stage-matched human (upper panel, donor #1) and mouse (lower panel) erythroid-lineage cells. Pro-E, proerythroblast; Baso-E, basophilic erythroblast; Poly-E, polychromatic erythroblast; Ortho-E, orthochromatic erythroblast. **(H)** Binding of HS scFvs in stage-matched human (upper panel, donor #1) and mouse (lower panel) megakaryocytic-lineage cells.

**Figure S4.**
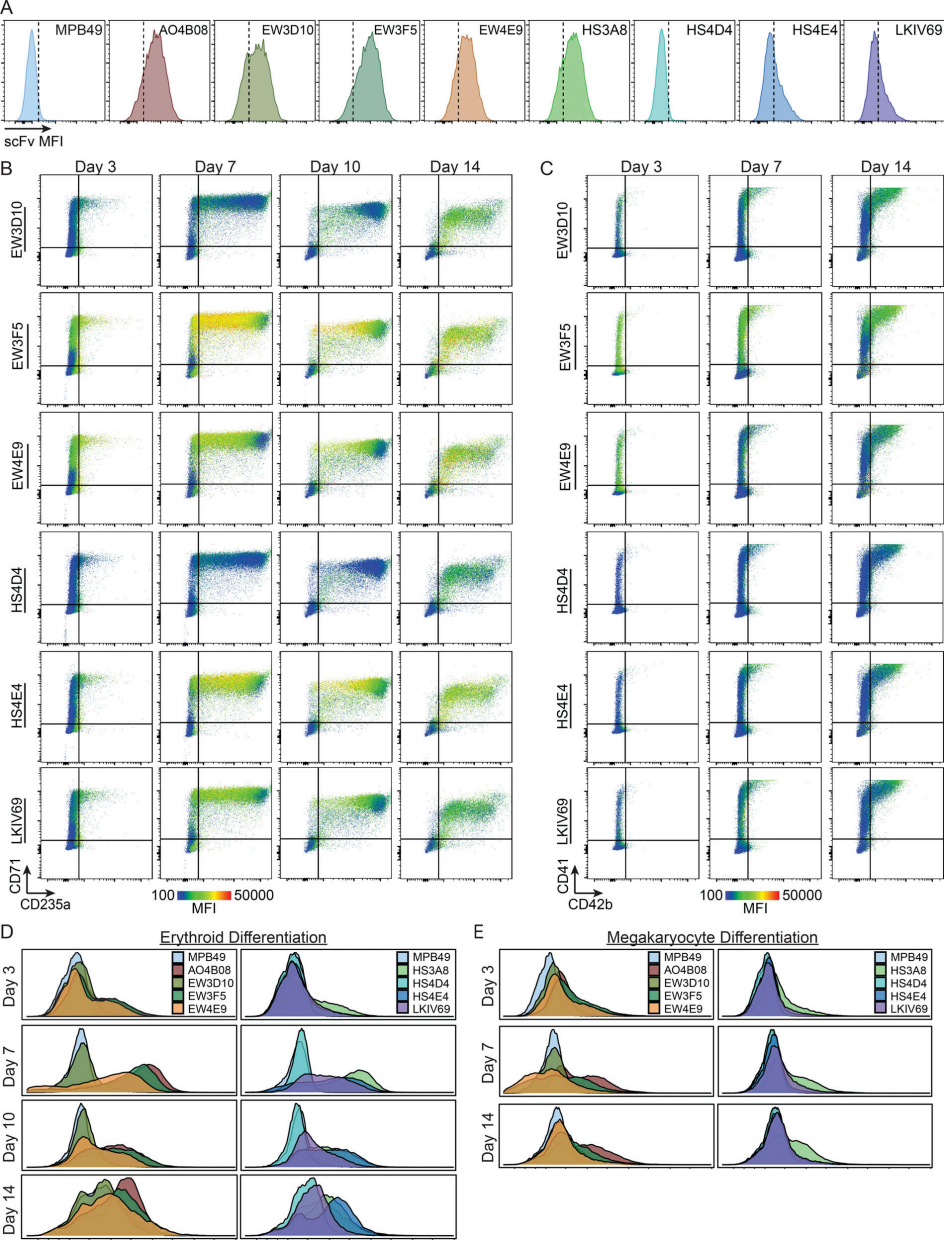
**Dynamic patterning of HS modifications within human erythroid and megakaryocyte differentiation. (A)** Histograms of HS scFv binding signal in human CD34^+^ cells from mobilized peripheral blood (donor #2). **(B)** Flow cytometry plots of HS scFv signal overlaid on the erythroid differentiation markers CD71 and CD235a during day 3, 7, 10, and 14 of erythroid differentiation (donor #1). **(C)** Flow cytometry plots of HS scFv signal overlaid on the megakaryocyte differentiation markers CD41 and CD42b during day 3, 7, and 14 of megakaryocyte differentiation (donor #1). **(D)** Distribution of the binding of each HS-specific scFv during day 3, 7, 10, and 14 of erythroid differentiation (donor #1). **(E)** Distribution of the binding of each HS-specific scFv during day 3, 7, and 14 of megakaryocyte differentiation (donor #1).

**Figure S5.**
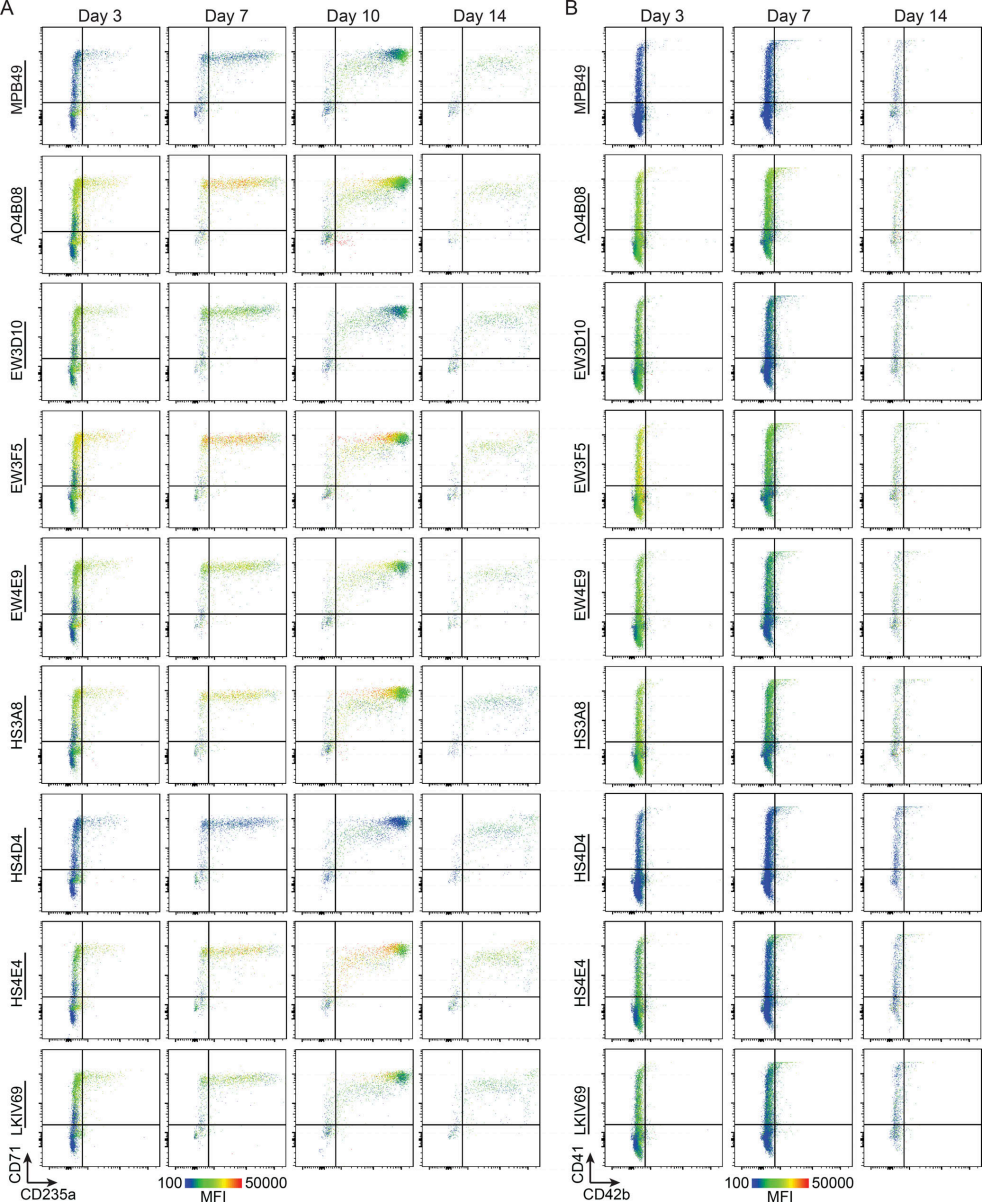
**Dynamic patterning of HS modifications within human erythroid and megakaryocyte differentiation (donor #2). (A)** Flow cytometry plots of HS scFv signal overlaid on the erythroid differentiation markers CD71 and CD235a during day 3, 7, 10, and 14 of erythroid differentiation (donor #2). **(B)** Flow cytometry plots of HS scFv signal overlaid on the megakaryocyte differentiation markers CD41 and CD42b during day 3, 7, and 14 of megakaryocyte differentiation (donor #2).

Finally, we explored HS scFv binding along erythroid and megakaryocyte differentiation. We first modeled the dynamics of HS scFv binding during lineage commitment by implementing a longitudinal differentiation assay utilizing bipotent (erythroid/megakaryocytic) human TF-1 cells. Interestingly, loss of scFv binding in cells during megakaryocytic differentiation and increased binding of several HS scFvs in cells during erythroid differentiation was evident (Fig. 7, A–C). Functionally, human MEPs sorted based on their HS3A8 binding displayed consistent differences in megakaryocyte colony-forming potential between HS3A8-high vs. -low binding populations (Fig. 7, D and E). Additionally, analysis of publicly available gene expression data from FACS-sorted human progenitors revealed that five of the seven HS-related genes from our heptad identified in mice were also enriched in human MEPs compared to CMP and GMP populations (Fig. 7 F). Indeed, when investigating the expression of our identified HS-related gene heptad in MEPs as compared to committed megakaryocyte progenitors or increasingly committed erythroid populations, we observed decreased expression in six of seven genes during megakaryocyte commitment, and a consistent, dynamic patterning of six of seven genes during erythroid differentiation (Fig. 7, G and H).

**Figure 7.**
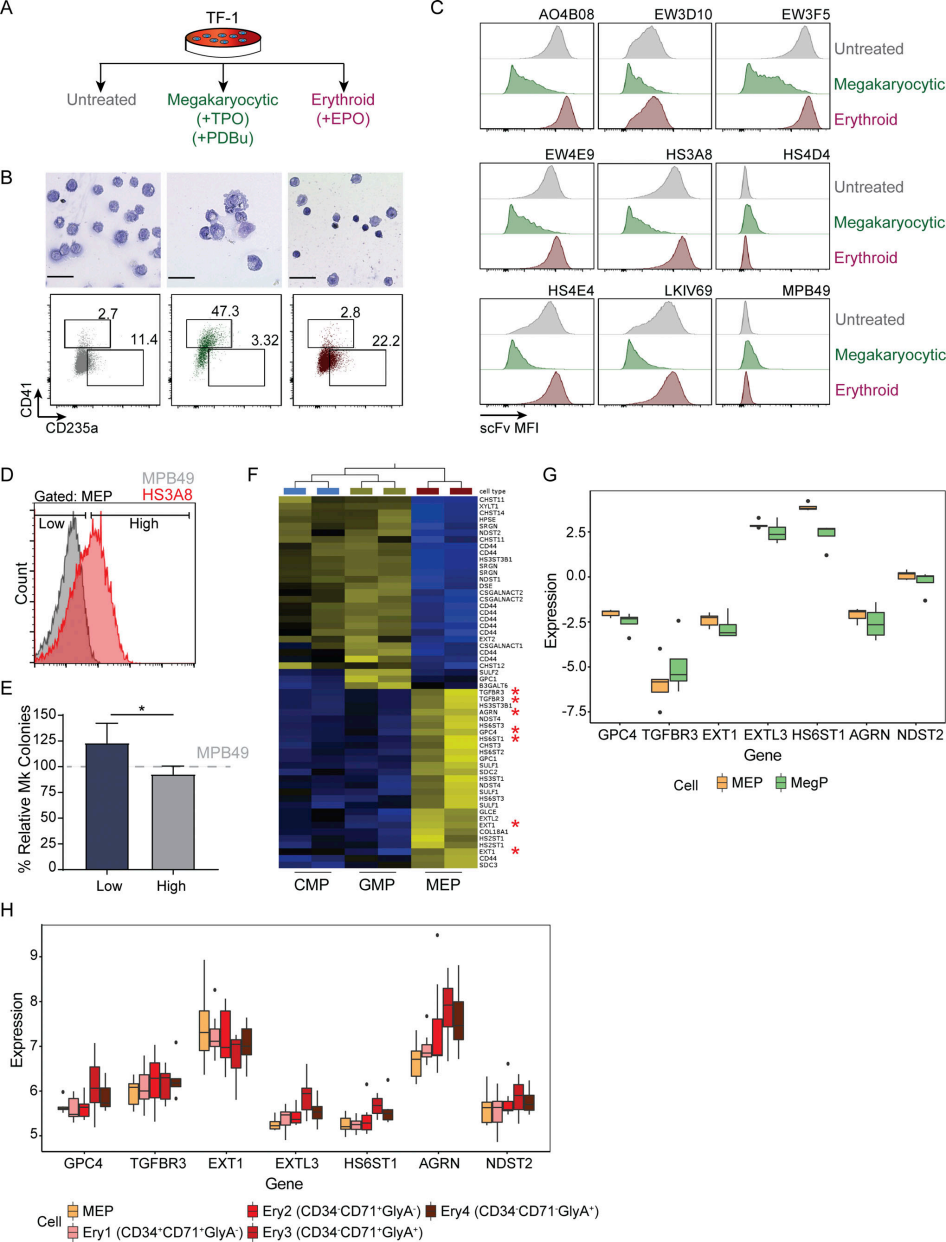
**HS modification alteration of the TF-1 cell line upon erythroid and megakaryocyte differentiation, and assessment of functional megakaryocytic output of human HS3A8-sorted MEPs. (A)** Schematic of TF-1 differentiation into erythroid and megakaryocytic cells. TPO, thrombopoietin; PDBu, phorbol 12,13-dibutyrate; EPO, erythropoietin. **(B)** Morphological (upper panels) and immunophenotypic (lower panels) validation of erythroid and megakaryocyte differentiation of TF-1 cells. Scale bar indicates 50 μm. **(C)** Representative histograms of HS scFv binding of TF-1 cells in parental (gray), megakaryocyte (green), and erythroid (red) differentiation conditions (*n* = 3). **(D)** Sorting of human MEPs (Lin^−^CD34^+^CD38^+^CD123^−^CD45RA^−^) into low (bottom 35–45%) and high (top 35–45%) populations based on binding of HS3A8. The gray histogram shows the MPB49 (non HS-binding scFv) control. **(E)** Relative percentage of megakaryocyte (Mk) colonies in HS3A8-high/-low sorted human MEPs as compared to MPB49 mock-sorted controls (*n* = 6). **(F)** Significantly differentially expressed HS-related genes within human CMP, GMP, and MEP populations from GSE19599. Red asterisks indicate probes of the HS-related genes of the previously identified HS heptad from scRNA-seq data in mice. Yellow signifies up-regulation and blue down-regulation. **(G)** Expression of HS-related gene heptad in human MEP and megakaryocyte-committed progenitors (MegP) by microarray (GSE77439). **(H)** Expression of HS-related gene heptad in human MEP and various stages of erythroid differentiation (Ery1–4) by microarray (GSE24759). Bars represent mean values of biological replicates. Error bars represent ± SD; *, P < 0.05.

Taken together, these data suggest that HS modification patterns and dynamics in hematopoietic progenitors are similar between mice and humans, particularly during megakaryocyte and erythroid differentiation. Moreover, these data establish HS glycotyping as an immunophenotypically, functionally, and molecularly viable approach for the further characterization, separation, and isolation of distinct hematopoietic and possibly other cell populations.

## Discussion

The detection of cell surface proteins by flow cytometry has revolutionized the ability to characterize and isolate cells from heterogeneous tissues such as blood and bone marrow (Akashi et al., 2000; Zhang et al., 2003; Oguro et al., 2013; Gabius et al., 2015). Yet, limitations in flow cytometry–based methods remain, including expression of only restricted subsets of CD-classified surface proteins and frequent inability to directly isolate specific cell types (Mayle et al., 2013). Moreover, some proteins recognized by CD markers (e.g., CD44) reveal differences in their respective decoration with glycosaminoglycans (Bennett et al., 1995; Jackson et al., 1995), underscoring the need to obtain higher resolution using the glycotyping approach. Importantly, single-cell sequencing approaches reveal a much higher cellular diversity than what can currently be distinguished by CD markers alone (Olsson et al., 2016; Lindahl et al., 2017; Karamitros et al., 2018; Chen et al., 2019; Wheat et al., 2020; Schwenger and Steidl, 2021), but these techniques are invariably destructive, precluding the isolation of viable cell populations. Therefore, the extraordinarily rich ensemble of HS modification patterns rather than the limited set of core proteins that bear them (Turnbull et al., 2001; Esko and Selleck, 2002; Lindahl and Li, 2009) provides an exciting new avenue for the phenotypic and functional classification of cells. Importantly, our approach facilitates the isolation of unique and rare cellular subsets that cannot be distinguished and isolated using existing approaches (Fig. 8). Given the discrimination observed with a limited panel of only eight HS-directed scFvs, we anticipate even greater opportunities to define distinct functional cell populations, including more mature ones, through expansion and combinatorial use of HS-specific scFvs in the future.

**Figure 8.**
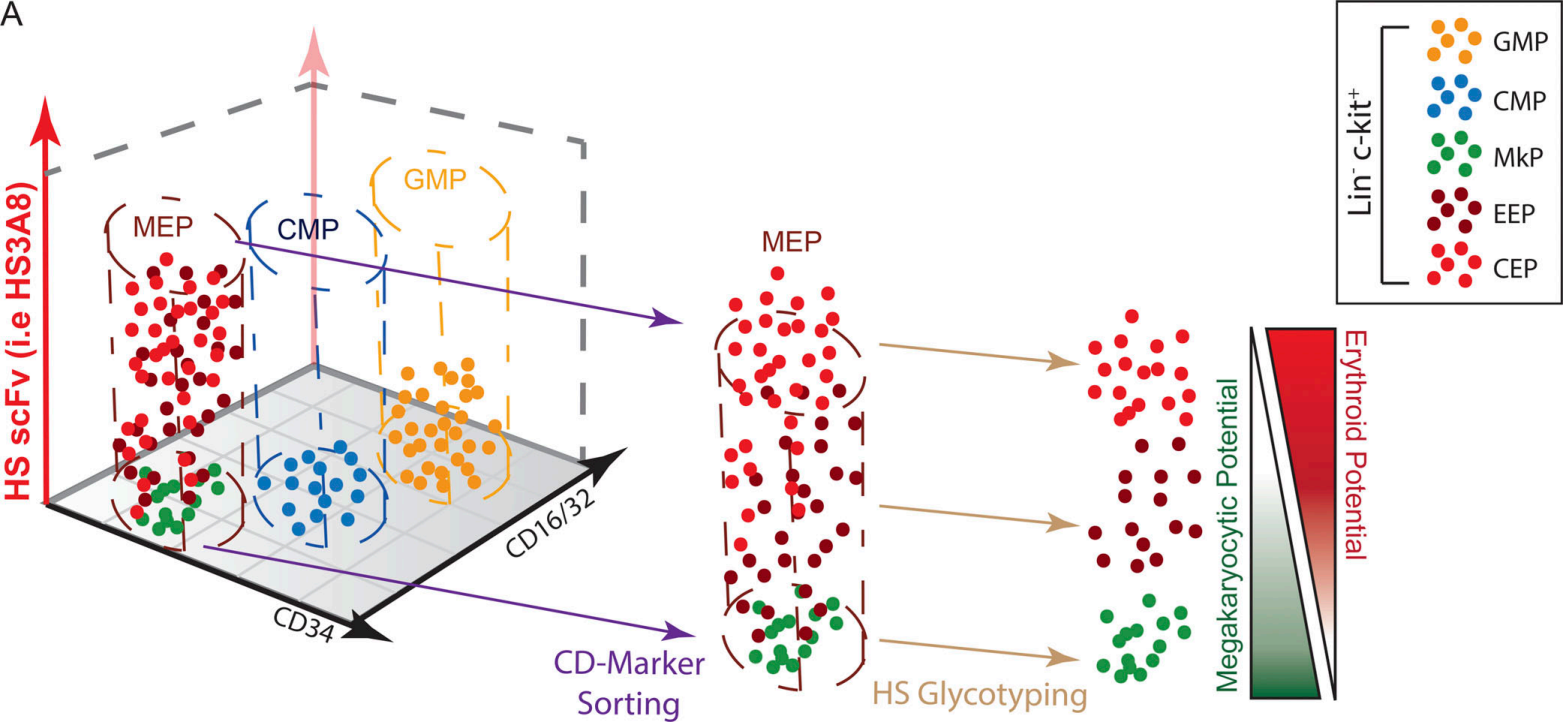
**Overview of the orthogonal application of HS glycotyping for the separation of distinct cell populations. (A)** Schematic depicting the characterization and separation of immunophenotypic murine hematopoietic progenitor populations (Lin^−^c-kit^+^Sca-1^−^) by conventional CD markers (i.e., CD34 and CD16/32) and by HS glycoptyping with scFvs (e.g., HS3A8). HS glycotyping provides an additional dimension of separating heterogenous cell populations (i.e., MEPs) into further refined and distinct functional and molecular subsets. CEP, committed erythroid progenitor.

The glycotyping approach described in this study revealed expression patterns and functional associations of HS modification patterns (i.e., unique glycotypes) in distinct subsets of hematopoietic progenitors, specifically within megakaryocyte–erythroid lineages. While we primarily focused our studies on immunophenotypically defined MEPs and downstream erythroid progenitors, elegant prior work characterized and proposed pre-megakaryocyte–erythrocyte progenitors (PreMegE) progenitors based on several additional CD markers (Pronk et al., 2007). We predict evaluation of HS patterns in the aforementioned context and other proposed CD marker-based schemes to further subdivide various HSPC fractions in the future.

In our study, the temporal and dynamic expression of HS modification patterns within differentiating erythroid cells were remarkably similar in both primary mouse and human HSPCs, indicating a substantial degree of conservation. scRNA-seq experiments revealed that the glycotype of the terminally differentiating erythroid lineage is distinctly marked by increased expression of a heptad of HS-related genes (*Gpc4*, *Agrn*, *Tgfbr3*, *Ext1*, *Extl3*, *Ndst2*, and *Hs6st1*), implicating these genes as well as *N*- and 6-*O*-sulfated HS as important contributors to erythroid identity and development. In support of this conclusion, *Hs6st1*-deficient mice lacking the enzyme for Heparan Sulfate 6-*O*-Sulfotransferase 1 (Hs6st1) display embryonic lethality accompanied by a complete absence of placental erythroid cells (Habuchi et al., 2007). Moreover, in vitro differentiation of embryonic stem cells lacking HS in hematopoietic cells could be rescued by exogenous addition of *N*- and 6-*O*-sulfated HS (Holley et al., 2011). Our findings reveal a specific and shared heparan sulfate program that is established during megakaryocytic-erythroid specification and fully activated in terminal erythroid differentiation.

In conclusion, this study provides proof-of-concept for HS glycotyping within mouse and human hematopoietic tissues, affording a new platform for the prospective isolation, characterization, and identification of cellular subsets. While we have focused on hematopoiesis in this study, we expect this approach to have far-reaching applicability in a diversity of species and tissues, spanning a broad range of physiological conditions and disease states. Overall, HS glycotyping offers a novel orthogonal method for the identification and purification of cells with substantial biological, diagnostic, and therapeutic potential.

## Materials and methods

### Mice

C57Bl/6 wild-type (CD45.2), B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ (CD45.1), and C57BL/6-Tg(UBC-GFP)30Scha/J (CD45.2) mice were purchased from Jackson Labs. All mice were age- (6–12 wk) and sex-matched for all experimental studies. Mice were housed in a special pathogen–free (SPF) barrier facility. All animal experiments were performed in compliance with institutional guidelines and approved by the Animal Institute Committee of the Albert Einstein College of Medicine (#00001099).

### HS scFv production

HS scFvs were expressed from a modified pNYCOMPS C-term vector and transformed into BL21(DE3)-pRIL competent bacteria. Overnight cultures of sequence-validated clones were grown in 2XYT media for 90 min at 37°C with shaking to an OD600 of 0.4–0.6 before induction. Induction was performed at 30°C for 3 h with 0.1–0.25 mM IPTG, and cells were then pelleted and frozen at −80°C until lysis. Pellets were resuspended in increments of Buffer A (50 mM Hepes, pH 7.4, 20% sucrose, 1 mM EDTA, and DNase [10 μg/ml]) up to 5% of culture volume. The suspension was incubated at 4°C or on ice for 30–45 min and then spun at 30,000 *g* for 60 min. The supernatant was transferred and spun again for 30 min before being diluted 5X in Buffer B (20 mM Hepes, pH 7.4, 500 mM NaCl, 20 mM imidazole, and 10% glycerol). The scFv-containing solution was purified using an AKTAxpress (GE Life Sciences), where diluted solution was loaded on a 5-ml Ni affinity column and washed with 1 column volume of Buffer B. Gradient elution was then performed using 95–99% Buffer C (20 mM Hepes, pH 7.4, 500 mM NaCl, 200 mM imidazole, and 10% glycerol) and 10-ml aliquots of eluted protein were collected. Contaminants were removed by fractionation on a S-75 gel filtration column (GE Life Sciences) using Buffer D (20 mM Hepes, pH 7.4, 150 mM NaCl, 10% glycerol). Antibodies were brought to a concentration of 1 mg/ml and stored in aliquots of 50 or 100 μl at −80°C until time of use. Once thawed, aliquots of antibodies were stored at 4°C for a maximum of 3 mo.

### SDS-PAGE and coomassie staining

1 μg of each purified HS scFv was added to 1× sample buffer, heated to 95°C for 5 min, and then run on a NuPAGE 4–12% gradient gel (Invitrogen). The gel was then stained with SimplyBlue SafeStain Coomassie G-250 stain (Invitrogen) following the manufacturer’s protocol.

### Cell lines and human samples

The 32D, TF-1, HEL 92.1.7, and K-562 cell lines were purchased from the American Type Culture Collection and grown in IMDM or RPMI medium supplemented with 10% FBS and 1% penicillin/streptomycin. The 32D cell line was supplemented with 10% WEHI-3B–conditioned media, while the TF-1 cell line was grown in 4 ng/ml GM-CSF. The MOLM-13 and MOLM-14 cell lines were obtained from the German Collection of Microorganisms and Cell Cultures and grown in RPMI supplemented with 10% FBS and 1% penicillin/streptomycin. The murine erythroleukemia (MEL) and ES-EP cell lines were a kind gift from Dr. Arthur Skoultchi (Albert Einstein College of Medicine). MEL cells were grown in DMEM medium supplemented with 10% FBS and 1% penicillin/streptomycin, while ES-EP cells were grown in STEM MAX Media with 10% FBS and 1% penicillin/streptomycin, supplemented with glutamine (2 mM), β-mercaptoethanol (55 μM), SCF (100 ng/ml), dexamethasone (10^−6^M), erythropoietin (2 U/ml), and insulin-like growth factor-1 (40 ng/ml). Human mobilized CD34^+^ cells were obtained from commercial sources (Stemcell Technologies) or Montefiore Medical Center (IRB# 2008-842).

### Heparinase digestion

Heparinase I (H2519), Heparinase II (H6512), and Heparinase III (H8891) were purchased from Sigma-Aldrich, and stocks were prepared as per manufacturer protocol at a concentration of 10 U/ml. Cells (3 × 10^6) were digested with a cocktail of Heparinase I, II, and III (0.5 U each) in IMDM for 4 h at 37°C with agitation every 30 min. Cells were washed twice with PBS and then stained and analyzed by flow cytometry. For colony assay experiments, cells were digested with a cocktail of Heparinase I, II, and III and then washed with PBS before being plated into methylcellulose containing vehicle (undigested) or the Heparinase I, II, and III cocktail (0.5 U each).

### Flow cytometry

All antibodies used were purchased from eBioscience or BioLegend unless otherwise stated. Anti-His PE secondary antibody was from Miltenyi Biotec. Lineage selection cocktail included CD3, CD4, CD8, B220, CD19, Gr-1, Ter-119, CD11b, and Gr-1. Total bone marrow cells were isolated from tibiae, femurs, and pelvic bones by gentle crushing in PBS followed by erythrocyte lysis with ACK buffer, or isolation through Ficoll-Paque. Primary stains were performed for 30 min on ice, then washed once with 2% PBS/FBS, and a secondary stain (if needed) was performed for 25 min on ice. Cells were washed two to three times and then analyzed using either a five-laser FACS Aria II Special Order System, FACS Canto II System, or LSR II System containing a yellow laser (BD LSR II-Y; Becton Dickinson). All cell sorting was performed on either a five-laser FACS Aria II Special Order System or a Beckman Coulter Moflo Astrios EQ System. A secondary only control of Anti-His PE (with no primary scFv stain) was used, along with the MPB49 which acts as a negative control scFv. Analysis of FACS data was performed using BD FACSDiva (Becton Dickinson) and FlowJo (Tree Star) software.

### Methylcellulose colony forming assays

FACS-purified cells were sorted into FBS, spun down at 300 *g*, and then plated into either methylcellulose, BFU-E, or MegaCult media as per the manufacturer’s protocol. For methylcellulose colony assays, FACS-purified c-kit^+^ (5,000 per well) bone marrow cells were plated in HSC007 methylcellulose (R&D Systems). For BFU-E assays, FACS-purified MEP (3,500 per well) or c-kit^+^ cells treated with vehicle or Heparinase I, II, III (3,500 per well) were sorted and plated in HSC006 methylcellulose (R&D Systems) supplemented with 50 ng/ml SCF, 20 ng/ml IL-3, 20 ng/ml IL-6, and 10 U rhEPO. Colonies were then counted 7 d later. For MegaCult assays, FACS-purified c-kit^+^ (3,500 per well) or MEP (3,500) mouse bone marrow cells were sorted and plated in MegaCult media as per manufacturer protocol (STEMCELL Technologies). Human CD34^+^ cells from mobilized peripheral blood were allowed to recover in StemSpan II media with cytokines (SCF, IL-3, Flt,IL-6, and TPO all at 50 μg/ml) for 12 h before sorting, and human MEPs (3,000–4,500 per condition) were sorted and plated in MegaCult. For mouse samples, colonies with three or more megakaryocytes were scored 8 d later based on acetylcholinesterase positivity following manufacturer’s protocol. For human samples, slides were stained with the MegaCult Human Staining Kit as per manufacturer protocol.

### Competitive transplantation

An equal number of FACS-purified c-kit^+^ cells from wild-type c57BL/6 mice and UBC-GFP mouse bone marrow were mixed and resuspended in HBSS and injected into the right femurs of lethally (1,200 Gy split dose) Pepc/BoyJ CD45.1 recipient mice at 50,000 cells per mouse. MPB49 (control) or HS3A8-high and -low sorted HSPCs from both GFP^−^ and GFP^+^ donors were oppositely mixed and transplanted (Group A: total MPB49 GFP^−^ mixed with total MPB49 GFP^+^; Group B: HS3A8-low GFP^+^ mixed with HS3A8-high GFP^−^; Group C: HS3A8-low GFP^−^ mixed with HS3A8-high GFP^+^). Recipient mice were sacrificed 2 wk after transplantation, and the bone marrow and peripheral blood of each individual mouse were isolated and analyzed by flow cytometry for chimerism. GFP levels were used as a readout of blood cell chimerism arising from transplanted progenitors.

### Cell line differentiation assays

ES-EP cells were differentiated in STEM MAX media (with FBS and penicillin/streptomycin) plus 10 U/ml of erythropoietin, 10 μg/ml insulin, and mifepristone (3 nM). After 72 h in culture, cells were washed in PBS and used for flow cytometry analysis or benzidine-hematoxylin staining. TF-1 cells were starved of GM-CSF overnight and then either maintained in full parental media or supplemented with 10 U/ml of erythropoietin (Erythroid differentiation media) or mTPO 20 ng/ml and PDBu 20 nM (megakaryocyte differentiation media). Cells were maintained in respective media for 4 d, after which cells were harvested for flow cytometry and cytospin analysis.

### Cell morphology and staining

Cytospins of cells were stained by either benzidine-hematoxylin staining as described (Wickrema et al., 1992) or using a modified May-Grunwald-Giemsa stain (Shandon Kwik-Diff Stains; Thermo Fisher Scientific).

### Real-time PCR analysis

Ficoll-processed bone marrow from mouse femurs, tibia, hips, and spine were lineage depleted, and 20,000 MEPs for each condition were sorted directly into RLT buffer. RNA was extracted using the RNAeasy micro kit (Qiagen) as per the manufacturer’s protocol, and cDNA was generated using the iScript system (BioRad). Amplification of target genes was measured using the Power SYBR Green mix (Applied Biosystems), and cDNA was amplified in a final volume of 15 μl in 96-well or 384-well microtiter plates according to the manufacturer’s recommendation. All real-time PCR experiments were performed using a ViiA7 instrument (Life Technologies) with one cycle of 50°C (2 min) and 95°C (10 min) followed by 40 cycles of amplification, with each cycle comprising the steps: 95°C (15 s) and 60°C (for 1 min). Specific amplification of the target genes was validated by melting curve analysis and Sanger sequencing, and gene expression quantification was calculated using the Pfaffl model and normalized to *Gapdh* expression levels. Primer sequences are listed in Table S3.

### Differentiation of human CD34^+^ cells

CD34^+^ cells isolated from peripheral blood of two mobilized human donors were obtained from Dr. Amit Verma upon approval of the Institutional Review Board of Albert Einstein College of Medicine (protocol 2008-842). Differentiation into megakaryocyte or erythroid cells was performed as previously described (Pineault et al., 2013; Sundaravel et al., 2015). Briefly, 2 × 10^6^ CD34^+^ cells were placed in megakaryocyte or erythroid differentiation media. On day 0, 3, 7, 10, and 14, cells were harvested for flow cytometry (1 × 10^5^ per scFv), cytospin (50,000 cells), or RNA analysis (1 × 10^5^).

### RNA-seq experiments

The RNA from FACS-purified MEPs (25,000 cells per condition) were submitted to Novogene for low-input RNA-seq analysis and sequenced on the Illumina Hi-Seq platform. Quality control was performed on the basis of error distribution along the length or reads, GC distribution, N content, base quality, and adaptor content. Reads were mapped to the mm10 transcriptome using STAR aligner (Dobin et al., 2013). Raw counts were subsequently normalized and analyzed for differential expression in R using the Bioconductor package DESeq2 (Love et al., 2014). An enrichment score was generated using the negative logarithm of the adjusted P value multiplied by the sign of the fold-change for each gene and input into pre-ranked GSEA (v4.0.2, Broad Institute; Subramanian et al., 2005). Pre-ranked gene lists were queried against standard c1-7 and hallmark Molecular Signatures Database gene lists including select erythroid and megakaryocyte gene lists.

### scRNA-seq experiments

FACS-purified HSPCs (c-kit^+^) sorted on HS scFv binding were used to prepare scRNA-seq libraries using the 10x Genomics Chromium 3′v3 kit according to manufacturer protocol (10x Genomics). Single cells were isolated using the Gemcode technology platform using barcoded droplets and paired-end reads of 150 bp. Libraries were submitted for sequencing to Novogene using an Illumina Hi-Seq platform with a target of 10,000 cells per condition. Raw sequencing data was demultiplexed, aligned, and quantified via Alevin (Patro et al., 2017). Data was further scaled, normalized, integrated, and analyzed using Seurat (Butler et al., 2018; Stuart et al., 2019). Clustering was achieved via the original Louvain algorithm, and dimensionality reduction, data visualization, and marker identification were performed using Seurat, while pseudotime analysis and diffusion maps were generated via PHATE and Scanpy (Wolf et al., 2018; Moon et al., 2019). Preranked GSEA scores were generated from the negative logarithm of adjusted P values derived from the Wilcoxon rank sum test multiplied by the sign of the fold-change. ERP vs. MEP and MkP vs. MEP scores were calculated using the top 20 up- and downregulated genes from previously published expression data, normalized to housekeeping gene expression, and mapped onto existing UMAP embeddings (Lu et al., 2018).

### GEO

Gene expression data generated from RNA-seq of MEPs sorted on HS3A8 binding are provided under accession no. GSE206672. scRNA-seq data generated from MPB49 and HS3A8-sorted c-kit^+^ HSPCs are provided under accession no. GSE206671.

### Analysis of gene expression databases

Analysis of previously published scRNA-seq data (GSE89754 and GSE107727) was done using the respective data analysis platform from each study (Dahlin et al., 2018; Tusi et al., 2018). Analysis of previously published gene expression microarray data obtained from the GEO database (GSE33937, GSE19599, GSE77439, GSE24759) was performed using the QLucore Omics Explorer software (QLucore).

### Calculation of position weight matrices

Position weight matrices were calculated based on published IC50 data from competitive ELISA experiments, which used 12 different HS oligosaccharides of defined sequence to measure the inhibition of binding of HS scFvs to heparin, and a newly devised HS coding system in which a quintuplet code of 11 digits can describe any HS oligo (Dennissen et al., 2002; Townley and Bülow, 2018). The 12 HS oligosaccharides were first transcribed using the HS coding system, and then into “pseudo amino acid” sequences (Fig. S3, J and K). Using this arbitrary step allowed alignment using ClustalW of all HS oligo sequences (in the form of amino acid sequences) that bound to the HS3A8 scFv. A multiple sequence file (MSF) with HS oligo sequences that inhibited binding of HS3A8 in proportion to the IC50 was created. To take into account different IC50 values, the IC50 previously determined for each different HS oligosaccharide sequence (Dennissen et al., 2002) was related to 100. For example, 100 was divided by the IC50 value, and that number determined the number of times a sequence was contained in the MSF. If the IC50 value was 25, the corresponding sequence was included four times in the MSF; if the IC50 was 1, the corresponding sequence was included 100 times in the MSF. Next, the MSF was input into a web-based software (https://weblogo.berkeley.edu/logo.cgi) to calculate a position weight matrix. The resulting matrix of amino acid sequences was then converted back into the HS code to yield a position weight matrix for the epitope recognized by the HS3A8 scFv. It should be noted that the 12 oligos were sufficient to create distinct position weight matrices for different HS scFv antibodies (data not shown).

### Statistics and reproducibility

Throughout this study, P values were determined by two-tailed Student’s *t* test, and error bars represent the mean ± SD of biological replicates unless otherwise indicated. Statistical analysis of group comparisons was performed using Student’s *t* test in Excel or GraphPad Prism. A value of P < 0.05 was used to determine whether a significant difference existed between two groups. All experiments were performed with a minimum of three biological replicates unless otherwise indicated. Average mean fluorescence intensity (MFI) ± SD values for all relevant experiments can be found in Tables S1 and S2.

### Online supplemental material

Fig. S1 presents data on the engineering and optimization of HS scFv’s for use in flow cytometry in cell lines and mouse bone marrow tissue. Fig. S2 shows the glycotyping of mouse bone marrow tissue and focuses on the HS scFv binding during megakaryocyte and erythroid differentiation. Fig. S3 provides additional data on the scRNA-seq and gene expression analysis of total bone marrow progenitors separated by HS3A8 binding, further identification of a heptad of HS-related genes involved in erythroid identification, and information on the proposed binding characteristics of the HS3A8 scFv. Fig. S4 shows the glycotyping of human CD34 cells from the peripheral blood of a mobilized donor at baseline and under erythroid and megakaryocyte differentiation in vitro. Fig. S5 depicts the glycotyping of human CD34 cells from the peripheral blood of a mobilized donor (donor #2) under erythroid and megakaryocyte differentiation in vitro. Table S1 lists the MFIs for all scFvs in all cell line experiments. Table S2 lists the MFIs for all scFvs in all primary mouse cell populations. Table S3 lists sequences for primers used in qRT-PCR experiments.

## Supplementary Material

Table S1 shows HS scFv binding intensity in hematopoietic cell lines. Click here for additional data file.

Table S2 shows HS scFv binding intensity in murine hematopoietic populations. Click here for additional data file.

Table S3 lists primer sequences for mouse gene expression analyses. Click here for additional data file.

# Supplementary material for: A glycan-based approach to cell characterization and isolation: Hematopoiesis as a paradigm
**Source:** J Exp Med. 2022 Sep 6;219(11):e20212552. doi: 10.1084/jem.20212552
**Supplement:** Table S1 — shows HS scFv binding intensity in hematopoietic cell lines.

| Cell Line Glycotyping |  | 32D | HEL | | K-562 | MOLM-14 | | MEL |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **scFv** | Average MFI ± SD | Average MFI ± SD | | Average MFI ± SD | Average MFI ± SD | | Average MFI ± SD |
|  | AO4B08 | 226.33 ± 45.88 | 919.00 ± 169.14 | | 1052.00 ± 113.62 | 5297.33 ± 1751.5 | | 30603 ± 15990 |
|  | EW3D10 | 220.67 ± 49.65 | 774.00 ± 172.55 | | 5292.67 ± 786.98 | 1981.67 ± 595.80 | | 1355.00 ± 204.26 |
|  | EW3F5 | 223.33 ± 48.27 | 1467.00 ± 393.91 | | 5913.33 ± 455.82 | 7746.67 ± 1634.8 | | 28730 ± 12345 |
|  | EW4E9 | 222.67 ± 50.82 | 882.67 ± 224.13 | | 2548.67 ± 707.02 | 2584.33 ± 727.96 | | 9889.00 ± 3319.2 |
|  | HS3A8 | 223.33 ± 51.05 | 802.00 ± 217.14 | | 6893.00 ± 1690.3 | 3851.67 ± 1036.3 | | 25172 ± 12803 |
|  | HS4D4 | 220.00 ± 50.48 | 171.00 ± 6.56 | | 169.67 ± 5.69 | 118.67 ± 3.512 | | 232.33 ± 29.84 |
|  | HS4E4 | 222.67 ± 50.72 | 433.00 ± 154.42 | | 858.67 ± 232.69 | 1872.33 ± 381.86 | | 16626 ± 7913.9 |
|  | LKIV69 | 224.00 ± 46.77 | 519.67 ± 132.76 | | 603.33 ± 168.59 | 1297.67 ± 228.26 | | 17233 ± 3386.2 |
|  | MPB49 | 221.67 ± 49.10 | 199.67 ± 41.59 | | 434.33 ± 88.95 | 235.00 ± 33.16 | | 294.67 ± 127.12 |
| ES-EP Differentiation |  | Parental | R1 | | R2 | R3 | | R4 |
|  | **scFv** | Average MFI ± SD | Average MFI ± SD | | Average MFI ± SD | Average MFI ± SD | | Average MFI ± SD |
|  | AO4B08 | 645.33 ± 323.36 | 614.00 ± 116.77 | | 503.00 ± 93.95 | 323.67 ± 8.33 | | 287.00 ± 44.14 |
|  | EW3D10 | 584.33 ± 125.29 | 373.00 ± 66.73 | | 319.00 ± 91.69 | 190.67 ± 70.73 | | 186.37 ± 88.60 |
|  | EW3F5 | 1692.00 ± 966.18 | 1108.33 ± 213.01 | | 848.33 ± 159.29 | 592.33 ± 17.21 | | 542.33 ± 61.99 |
|  | EW4E9 | 1036.67 ± 94.79 | 580.00 ± 18.68 | | 453.67 ± 29.74 | 277.00 ± 45.08 | | 273.33 ± 88.10 |
|  | HS3A8 | 666.33 ± 144.66 | 635.00 ± 29.51 | | 510.00 ± 30.81 | 336.33 ± 73.33 | | 309.67 ± 92.57 |
|  | HS4D4 | 112.17 ± 21.10 | 212.33 ± 58.05 | | 220.67 ± 65.25 | 95.00 ± 21.53 | | 84.77 ± 29.12 |
|  | HS4E4 | 741.67 ± 400.44 | 531.33 ± 34.08 | | 425.67 ± 44.84 | 256.67 ± 27.54 | | 245.67 ± 63.22 |
|  | LKIV69 | 2011.00 ± 562.67 | 573.00 ± 90.84 | | 418.67 ± 76.35 | 250.33 ± 16.56 | | 281.00 ± 86.37 |
|  | MPB49 | 198.67 ± 13.01 | 214.67 ± 36.47 | | 215.00 ± 68.77 | 99.07 ± 25.60 | | 88.20 ± 35.76 |
| TF-1  Differentiation |  | Parental (Untreated) | | Megakaryocyte Differentiation | | | Erythroid Differentiation | |
|  | **scFv** | Average MFI ± SD | | Average MFI ± SD | | | Average MFI ± SD | |
|  | AO4B08 | 10184.67 ± 988.14 | | 1439.33 ± 386.33 | | | 23226.33 ± 5526.08 | |
|  | EW3D10 | 1642.67 ± 260.61 | | 938.33 ± 199.42 | | | 2682.333 ± 402.13 | |
|  | EW3F5 | 20009.00 ± 3606.63 | | 2116.00 ± 1019.47 | | | 38707.33 ± 7860.60 | |
|  | EW4E9 | 5282.00 ± 552.39 | | 1221.00 ± 323.24 | | | 11638.67 ± 2126.11 | |
|  | HS3A8 | 7900.67 ± 879.12 | | 1184.33 ± 256.66 | | | 22353.67 ± 3785.48 | |
|  | HS4D4 | 170.33 ± 21.46 | | 514.67 ± 39.26 | | | 221.3333 ± 17.10 | |
|  | HS4E4 | 4795.67 ± 984.66 | | 852.33 ± 122.91 | | | 10837.67 ± 1221.34 | |
|  | LKIV69 | 5670.00 ± 2017.71 | | 1161.67 ± 172.24 | | | 11031.67 ± 3766.66 | |
|  | MPB49 | 191.67 ± 29.96 | | 551.00 ± 65.28 | | | 259.6667 ± 46.36 | |

**Table S1. HS scFv binding intensity in hematopoietic cell lines.** Average mean fluorescence intensity (MFI) of signal along with standard deviation (SD) from each scFv within the 32D, HEL, K-562, MOLM-14, MEL, ES-EP and TF-1 cell lines under basal and differentiation conditions (if applicable) (n=3 for all experiments).

# Supplementary material for: A glycan-based approach to cell characterization and isolation: Hematopoiesis as a paradigm
**Source:** J Exp Med. 2022 Sep 6;219(11):e20212552. doi: 10.1084/jem.20212552
**Supplement:** Table S2 — shows HS scFv binding intensity in murine hematopoietic populations.

|  | **scFv** | Average MFI ± SD | Average MFI ± SD |  |  |
| --- | --- | --- | --- | --- | --- |
|  | AO4B08 | 351.67 ± 59.94 | 412.67 ± 164.66 |  |  |
|  | EW3D10 | 36.57 ± 5.20 | 54.43 ± 13.57 |  |  |
|  | EW3F5 | 440.67 ± 18.48 | 443.33 ± 142.79 |  |  |
|  | EW4E9 | 205.00 ± 6.56 | 328.67 ± 107.04 |  |  |
|  | HS3A8 | 210.00 ± 28.51 | 295.33 ± 116.17 |  |  |
|  | HS4D4 | 25.97 ± 2.21 | 35.57 ± 1.86 |  |  |
|  | HS4E4 | 423.67 ± 33.08 | 435.33 ± 113.50 |  |  |
|  | LKIV69 | 332.00 ± 16.70 | 712.00 ± 178.13 |  |  |
|  | MPB49 | 26.20 ± 1.10 | 34.97 ± 2.15 |  |  |
| HSPC Fractions |  | LSK | CMP | GMP | MEP |
|  | **scFv** | Average MFI ± SD | Average MFI ± SD | Average MFI ± SD | Average MFI ± SD |
|  | AO4B08 | 351.67 ± 59.94 | 412.67 ± 164.66 | 264.67 ± 47.06 | 1058.33 ± 170.03 |
|  | EW3D10 | 36.57 ± 5.20 | 54.43 ± 13.57 | 87.37 ± 23.62 | 78.77 ± 10.29 |
|  | EW3F5 | 440.67 ± 18.48 | 443.33 ± 142.79 | 370.33 ± 71.70 | 1246.00 ± 247.37 |
|  | EW4E9 | 205.00 ± 6.56 | 328.67 ± 107.04 | 229.33 ± 37.54 | 810.33 ± 50.21 |
|  | HS3A8 | 210.00 ± 28.51 | 295.33 ± 116.17 | 187.33 ± 33.65 | 736.33 ± 117.47 |
|  | HS4D4 | 25.97 ± 2.21 | 35.57 ± 1.86 | 71.87 ± 17.36 | 36.43 ± 1.79 |
|  | HS4E4 | 423.67 ± 33.08 | 435.33 ± 113.50 | 294.67 ± 85.44 | 1106.00 ± 266.51 |
|  | LKIV69 | 332.00 ± 16.70 | 712.00 ± 178.13 | 455.33 ± 142.15 | 2239.67 ± 558.03 |
|  | MPB49 | 26.20 ± 1.10 | 34.97 ± 2.15 | 71.97 ± 18.97 | 35.60 ± 1.25 |
| Erythroid Fractions |  | R1 | R2 | R3 | R4 |
|  | **scFv** | Average MFI ± SD | Average MFI ± SD | Average MFI ± SD | Average MFI ± SD |
|  | AO4B08 | 1627.67 ± 158.79 | 1085.33 ± 122.17 | 612.67 ± 50.14 | 434.67 ± 28.73 |
|  | EW3D10 | 85.63 ± 1.29 | 110.00 ± 5.20 | 105.67 ± 7.23 | 97.53 ± 9.10 |
|  | EW3F5 | 2206.33 ± 131.49 | 1262.00 ± 120.40 | 703.33 ± 67.30 | 477.67 ± 8.50 |
|  | EW4E9 | 1113.00 ± 112.77 | 734.00 ± 79.87 | 453.33 ± 45.00 | 320.00 ± 19.29 |
|  | HS3A8 | 1046.67 ± 85.20 | 717.67 ± 62.96 | 422.67 ± 26.54 | 299.67 ± 24.50 |
|  | HS4D4 | 64.67 ± 0.91 | 95.20 ± 6.25 | 98.03 ± 10.36 | 92.37 ± 10.72 |
|  | HS4E4 | 1710.67 ± 65.03 | 1101.67 ± 94.69 | 663.33 ± 34.82 | 469.00 ± 26.15 |
|  | LKIV69 | 3147.67 ± 313.38 | 1690.67 ± 176.54 | 989.33 ± 89.29 | 661.33 ± 41.20 |
|  | MPB49 | 60.73 ± 1.72 | 92.67 ± 5.71 | 97.57 ± 8.45 | 92.03 ± 8.01 |
| Megakaryocyte Fractions |  | CD41+ CD42d- | CD41+ CD42d+ |  |  |
|  | **scFv** | Average MFI ± SD | Average MFI ± SD |  |  |
|  | AO4B08 | 135.00 ± 7.21 | 148.67 ± 10.50 |  |  |
|  | EW3D10 | 51.93 ± 5.52 | 54.90 ± 3.48 |  |  |
|  | EW3F5 | 167.67 ± 4.62 | 194.67 ± 20.21 |  |  |
|  | EW4E9 | 120.33 ± 4.93 | 131.67 ± 3.79 |  |  |
|  | HS3A8 | 117.00 ± 9.64 | 125.67 ± 4.04 |  |  |
|  | HS4D4 | 38.57 ± 1.82 | 35.93 ± 1.11 |  |  |
|  | HS4E4 | 238.00 ± 25.16 | 268.33 ± 17.93 |  |  |
|  | LKIV69 | 305.67 ± 15.95 | 299.00 ± 45.30 |  |  |
|  | MPB49 | 39.80 ± 3.30 | 39.00 ± 1.14 |  |  |

**Table S2. HS scFv binding intensity in murine hematopoietic populations.** Average mean fluorescence intensity (MFI) of signal along with standard deviation (SD) from each scFV within FACS-defined hematopoietic populations (n=3 for all experiments).

# Supplementary material for: A glycan-based approach to cell characterization and isolation: Hematopoiesis as a paradigm
**Source:** J Exp Med. 2022 Sep 6;219(11):e20212552. doi: 10.1084/jem.20212552
**Supplement:** Table S3 — lists primer sequences for mouse gene expression analyses.

| Gene | Forward Primer Sequence | Reverse Primer Sequence |
| --- | --- | --- |
| Mouse |  |  |
| *Fli1* | ATGGACGGGACTATTAAGGAGG | GAAGCAGTCATATCTGCCTTGG |
| *Itgb3* | CCACACGAGGCGTGAACTC | CTTCAGGTTACATCGGGGTGA |
| *Igta2b* | TTCTTGGGTCCTAGTGCTGTT | CGCTTCCATGTTTGTCCTTATGA |
| *Mpl* | AACCCGGTATGTGTGCCAG | AGTTCATGCCTCAGGAAGTCA |
| *Pf4* | ACCATCTCCTCTGGGATCCAT | CCATTCTTCAGGGTGGCTATGAG |
| *Gata-1* | CCCACCTCTATCAGGGCCTA | GAGGTTGTAGGCGATCCCAG |
| *EpoR* | GGGCTCCGAAGAACTTCTGTG | ATGACTTTCGTGACTCACCCT |
| *Ermap* | TGTGGTGGCGTGGAAAATGT | TGTGTCCCTAAGAGGGGCTAT |
| *Klf3* | GAAGCCCAACAAATATGGGGT | GGACGGGAACTTCAGAGAGG |
| *Klf1* | AGACTGTCTTACCCTCCATCAG | GGTCCTCCGATTTCAGACTCAC |
| *Gapdh* | CCAGCCTCGTCCCGTAGAC | GCCTTGACTGTGCCGTTGA |

**Table S3. Primer sequences for mouse gene expression analyses.** Primer sequences used for mouse qRT-PCR experiments.

How the deposited data were processed for this re-analysis (not part of the article)

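Gene expression was measured by bulk RNA-seq of mouse bone marrow MEPs in 9 libraries, 3 of HS3A8-high, 3 of HS3A8-low and 3 of mock-sorted MPB49 control MEPs. The authors sequenced low-input libraries, mapped the reads to the mm10 transcriptome with STAR and deposited raw counts per gene, whole numbers without normalization, 1 column per library. No replicates were pooled. Gene identifiers were joined to symbols and coordinates of GENCODE mouse release M21 on GRCm38, the build that mm10 names, and 34490 of them matched. No count in any library was found for 16617 identifiers. Library totals ran from 11781637 to 15850037 counts, and a count of 0 allows 3 counts, or 0.189 to 0.255 CPM.

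Counts were analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, filterByExpr, Benjamini-Hochberg adjustment and an adjusted p under 0.05, with only the 2 groups compared in each fit. There were 3 comparisons: HS3A8-high with HS3A8-low, and each of them with the MPB49 control. CPM of a comparison are TMM-scaled within its libraries. Libraries were clustered by average linkage on 1 minus Pearson's r of log2 CPM with a prior count of 2. Position of the control was the weight of HS3A8-high in a mixture of both fractions that best fits the mean CPM of the control over the differentially expressed genes. Gene sets were tested with camera of limma 3.58.1.

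The replicate numbers were checked for pairing. Across 12108 genes, deviations from the group mean correlated between HS3A8-high and HS3A8-low libraries of the same number (r from 0.325 to 0.509) and not between those of different number (-0.469 to 0.123). The legend of Fig. 2 F gives 3 individual mice, and the paper's text does not say whether both fractions came from the same mouse. The paper's text names DESeq2 without its design formula. The main test used no block, and a fit with the replicate number as a block was among the alternatives. The genes named in the text are those of Fig. 2 F, Fig. 2 H, Table S3 and the HS heptad, and the 5 genes with the largest and the 5 with the smallest log2 fold change among differentially expressed genes with a mean of at least 5 CPM and no overlap of the groups. Members of a list are named where its result is described. The values of 1 gene of Fig. 2 H are not reported singly here, and it remains in the list and count results.

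The 13 lists were the 13 erythroid and 13 megakaryocytic genes of Fig. 2 H, 29 further erythroid and 24 further megakaryocyte markers, the 7 genes of the HS heptad, 50 HS-related genes of Fig. 5 A, and markers of stem and multipotent progenitors (18), granulocytes and monocytes (19), basophils and mast cells (13), B cells (14), T and NK cells (9), the cell cycle (25) and immediate-early and heat-shock genes (18). All 7 heptad genes are also in the Fig. 5 A list, and no other list shares a gene with another. Ermap and Cpox, of the further erythroid markers, are labelled in Fig. 2 F. The p-values of the last 8 lists, counted from the Fig. 5 A list on, were adjusted together.

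Alternatives set before the data were examined were DESeq2 size factors, the DESeq2 1.42.0 test (the paper's tool), voom with sample quality weights, no count filter, a mean count of at least 10, all 9 libraries in 1 fit, the replicate block, each library left out, stricter thresholds, fry, camera with an estimated correlation, pre-ranked enrichment with fgsea 1.28.0, and other gene numbers and prior counts for the clustering. Chosen after seeing the data were DESeq2 with a prior on fold changes, thinning to the smallest library and a correction for GC content and transcript length, each library's trend being fitted by splines of 5 degrees of freedom over the 11740 genes (99.6%) with annotation. That correction was first run without centring and gave 4817 genes with 22.6% higher in HS3A8-low. The centred form was put in after that result had been seen and gave 1930 genes and 62.1%. Both forms are reported, because the choice between them was made with the result known.

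The methods were tested on simulated counts of the same size. Main-test calls covered 143 of 197 changed genes (72.6%) with 3 unchanged genes called, and 0 calls were made when no gene changed. DESeq2 called 72.5% with 11.6% of its calls false, and voom 74.1%. In simulated pairs the unblocked test found 69.5% and the blocked test 97.5% of the changed genes, with 4% of the latter's calls false. Camera found 2 of 2 changed sets and called 5 of 200 random sets. The simulated genes were drawn independently, so this rate does not cover lists whose genes vary together. Mixture weights of 0.2, 0.5 and 0.8 were fitted as 0.214, 0.508 and 0.805. The scRNA-seq, microarray, qRT-PCR and human data of the paper were not analysed here.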

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

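The tests of handling, of granulocyte-monocyte cells, of a lower erythroid share and of T or NK cells were chosen only after the results had been seen, as was the centring of the GC and length correction.

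The paper's text on the bulk RNA-seq does not discuss lists of other lineages. Between HS3A8-high and HS3A8-low, 5 of these passed camera at its preset correlation between genes. Median log2 fold changes were -2.64 for stem and multipotent progenitor genes (13 of 14 tested higher in HS3A8-low, camera adjusted p of 1.48e-07), -1.5 for granulocyte-monocyte genes (15 of 15, 0.0305), -2.38 for basophil and mast cell genes (4 of 4, 0.00435), -1.28 for B-lymphoid genes (5 of 5, 0.00412) and -2.94 for T and NK cell genes (6 of 6, 0.000306). With the correlation estimated from the data none of the 5 kept its call (camera adjusted p of 0.115, 0.643, 0.171, 0.195 and 0.195). Under fry all but the granulocyte-monocyte list (adjusted p of 0.476) kept theirs. Over all genes, 4, 0, 0, 0 and 1 of the lists' genes passed the threshold, 10, 0, 2, 1 and 1 adjusted over the list alone, and 8, 9, 1, 2 and 3 in the blocked test. Of the listed genes, 9, 12, 2, 2 and 1 reached a mean of 5 CPM in the sorted MEPs. Against the MPB49 control the medians were -2.22, 2.12, -0.34, -0.90 and -1.91 in HS3A8-high and 0.74, 3.51, 1.22, 0.89 and 1.68 in HS3A8-low. The granulocyte-monocyte list lay above the control in HS3A8-high through replicate 3 alone, with medians of -1.77, -2.32 and 3.50 against the control mean in replicates 1 to 3, and -0.19, 0.86 and 4.75 in HS3A8-low. Cd34, one of the stem and progenitor genes, had 5.07 CPM in HS3A8-high and 56.0 in HS3A8-low. A lower share of erythroid cells in HS3A8-low would raise every other lineage alike, and it cannot be told apart from unequal rises. Within replicate pairs, over list genes with at least 5 CPM, the mean log2 rise was 1.44 ± 0.328 (SD) for megakaryocyte (10 genes), 2.84 ± 0.843 for stem and progenitor (9) and 2.17 ± 0.998 for granulocyte-monocyte genes (12), with a largest difference of 1.40. Over all tested genes of these lists (17, 14 and 15) the rises were 1.91 ± 0.401, 2.34 ± 0.304 and 1.92 ± 0.927. Their largest difference of 0.437 lay within the largest SD. The largest difference between the blocked medians of these lists, 0.941, lay just above that SD. Of the 10 splits of the 6 libraries, as small a p came from 1 for the stem and progenitor, 6 for the granulocyte-monocyte, 1 for the basophil and mast cell, 1 for the B-lymphoid and 4 for the T and NK cell list. With 10 splits a share under 0.1 cannot occur, so their count alone decides nothing about chance for these 5 lists. Without HS3A8-high replicate 3 the medians of the granulocyte-monocyte, basophil and mast cell, and T and NK cell lists were -5.66, -5.35 and -7.20. Without HS3A8-high replicate 1 or 2 the granulocyte-monocyte list lost its call (-0.84 and -0.83), as did the basophil and mast cell list (-0.83 and -0.73). Without HS3A8-low replicate 3 the medians of these 3 lists were 1.98, -0.87 and -1.97. With centred GC and length trends removed in the blocked test, the medians of the 5 lists were -2.73, -1.92, -2.96, -1.44 and -3.21 and each kept its call, and so did each with uncentred trends. A difference in cell types between the HS3A8 fractions, the design's condition, also stays open and was not tested further.

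Granulocyte-monocyte genes differed more between replicates than between fractions. In HS3A8-high, Mpo had 6.08, 2.51 and 716 CPM in replicates 1 to 3, and in HS3A8-low 52.9, 137 and 1652. Without HS3A8-low replicate 3 the list's median reversed to 1.98, and without HS3A8-high replicate 3 it was -5.66. These fits each part the pair of libraries that carries the signal. Within the 3 pairs the median log2 of HS3A8-low over HS3A8-high for 12 of the list's genes was 1.84, 3.29 and 1.37, and the blocked test gave a camera adjusted p of 2.02e-08, with 14 of 15 genes past the threshold adjusted over the list alone. All of the list's 12 genes with at least 5 CPM (100%) were at least 2-fold higher in replicate 3 of both fractions, and 0% of the megakaryocyte genes were. The median excess was 4.98 log2 units, and 4.85 after removal of the GC and length trends, which argues against such a bias. Granulocyte-monocyte cells among the sorted MEPs of the mouse or sort behind replicate 3 are a candidate explanation. Whether they came from the animal or from the sorting gate was not tested.

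Nkg7, of the T and NK cell list, had 12.4 ± 11.7 CPM in HS3A8-high and 110 ± 9.23 in HS3A8-low (adjusted p = 0.0458). T or NK cells would bring their other abundant transcripts. The highest of the other 8 list genes in HS3A8-low, Gzma, reached 3.79% of the level of Nkg7, and Cd3d had 1.99 CPM. These list genes argue against such cells as the source of Nkg7. The T cell transcripts Tcf7 (61.1 CPM) and Trbc1 (24.2 CPM), outside the list, go the other way, being higher in HS3A8-low as well. Their source stays open, and such cells are not excluded. The rule-chosen genes Tcf7 (log2 fold change -6.39), Trbc1 (-5.79), Ctla2a (-6.19), Rora (-5.52) and Fgf3 (-6.37) also drew attention because the paper's text does not discuss them, and all 3 HS3A8-low libraries lay above all 3 HS3A8-high libraries. With centred GC and length trends removed in the blocked test their log2 fold changes ran from -6.31 (Fgf3) to -5.55 (Rora), and all 5 kept their call. Of the Ctla2a exons, 16.3% are shared with other genes, and reads shared between genes were not tested. Splits of the libraries were not counted for single genes, and a difference between the fractions stays open. Without HS3A8-low replicate 2 none of the 5 passed the threshold (smallest adjusted p 0.0685).

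Cell cycle genes, outside those the paper discusses for MEPs, had a median log2 fold change of 0.21 with 23 of 25 higher in HS3A8-high (camera adjusted p of 3.4e-09). With an estimated correlation the camera call was lost (adjusted p of 0.115), and under fry it held (adjusted p of 0.00961). Over all genes 3 passed the threshold, 8 adjusted over the list alone and 10 in the blocked test, and all 25 reach a mean of 5 CPM. Against the control the medians were 0.24 in HS3A8-high and -0.13 in HS3A8-low. Ube2c rose by 0.70, Plk1 by 0.61 and Kif18b by 0.61, and Chchd10, which is not a cell cycle gene, by 0.59. Of the 10 splits, 1 (the real one) gave as small a p for the list, the smallest share this design allows, which alone decides nothing about chance. The list's median was 0.19 with centred and 0.46 with uncentred GC and length trends removed in the blocked test, against 0.21 without, and its call held under both. The uncentred form moved the median of all tested genes from -0.019 to 0.24. A difference in cycling between the fractions, as the design would allow, stays open.

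Immediate-early and heat-shock genes, also not discussed in the paper, had a median log2 fold change of -1.51 with 15 of 16 tested higher in HS3A8-low (camera adjusted p of 2.4e-13). With an estimated correlation the camera call was lost (adjusted p of 0.115), and under fry it held (adjusted p of 0.00702). Past the threshold were 11 over all genes, 13 adjusted over the list alone and 12 in the blocked test, and 15 reach a mean of 5 CPM. Fos had 286 ± 52.9 CPM in HS3A8-high and 604 ± 57.1 in HS3A8-low. Against the control the medians were -1.19 in HS3A8-high and 0.33 in HS3A8-low. Removal of the GC and length trends left a median of -1.45 centred and -1.18 uncentred, against -1.52 in the blocked test, which argues against such a bias as the whole cause. Handling of the cells cannot be told apart from a difference between the fractions. The heat-shock genes Hspa1a and Hspa1b had a median of -0.10 while going in opposite directions, and the control lay between the fractions for 14 of the 17 list genes measured in all 9 libraries. Control replicate 1 alone lay above the HS3A8-low mean for 11 of the 17, against 0 for control replicate 2 and 2 for control replicate 3. Of the 10 splits, 1 gave as small a p.

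Gpc4 is outside the genes the paper discusses for these libraries, although its single-cell data name it, and had a log2 fold change of 3.46. Removal of the GC and length trends left 3.55 centred and 3.82 uncentred, against 3.50 in the blocked test, which argues against such a bias. Every HS3A8-high library lay above every HS3A8-low library. Without HS3A8-low replicate 2 Gpc4 did not pass the threshold (adjusted p = 0.0685, against 1.35e-25 to 0.0685 over its 16 alternatives). Its adjusted p was 0.00868 in the main test and 0.00357 in the blocked test, and 15 of the 16 alternatives kept it past the threshold. A difference in expression between the fractions may underlie it. The rule picked Gpc4 from these same data, although the paper had already named it in the heptad from its single-cell data.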

How the results depend on the processing

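The thinning, the further erythroid list without Ermap and Cpox, the prior on DESeq2 fold changes and the GC and length correction, in both its centred and uncentred forms, were chosen after seeing the data, and the centred form after the uncentred result. The cause of the changes below was not tested, except where fewer libraries or a stricter threshold alone shrink a count.

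Between HS3A8-high and HS3A8-low the count of 451 genes stayed within 1.5-fold with DESeq2 size factors (473), no count filter (455), a mean count of at least 10 (395), all 9 libraries in 1 fit (325) and an absolute log2 fold change of at least 1 (331). It was 33 at an adjusted p under 0.01, 1229 with the DESeq2 test, 1103 with its prior, 1490 with voom and quality weights, 1367 in the blocked test, 1367 with the libraries thinned as well, 1930 with the centred and 4817 with the uncentred correction in the blocked test. DESeq2 called all 451 genes of the main test. Across the 6 fits that each left out 1 library the count ran from 0 to 439. It was 0 without HS3A8-low replicate 2, where 1900 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0685, and 42, 53, 56 and 244 without HS3A8-high replicates 1 and 2 and HS3A8-low replicates 1 and 3.

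The share of these genes higher in HS3A8-low, 84.0%, was 97.0% at an adjusted p under 0.01, 99.7% at an absolute log2 fold change of at least 1, 75.2% with the DESeq2 test, 72.6% with its prior, 71.3% with voom, 97.5% with all 9 libraries, 71.3% in the blocked test and 71.4% when thinned. With the GC and length correction it was 62.1% centred and 22.6% uncentred. The uncentred form moved the median log2 fold change of all tested genes from -0.019 in the blocked test to 0.24, and to 0.10 for HS3A8-high and -0.12 for HS3A8-low against the control. Leaving out 1 library gave 87.7% to 98.2% over 5 fits, and no value without HS3A8-low replicate 2, where 0 genes passed. Of the top 500 genes, 82.2% were higher in HS3A8-low, 86.8% with the DESeq2 test, 93.2% with all 9 libraries and 76.4% to 97.2% with 1 library left out (97.2% without HS3A8-high replicate 3).

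Against the MPB49 control the 2 genes of HS3A8-high became 0 at an adjusted p under 0.01 (562 unadjusted), 141 with DESeq2, 100 with voom, 9 with no count filter, 32 with all 9 libraries, 0 in the blocked test (356 unadjusted), 7 with the centred and 7 with the uncentred correction. Leaving out 1 library gave 0 to 5 genes, with 5 without control replicate 1 and 0 in the other 5 fits (368 to 1076 unadjusted). The 0 genes of HS3A8-low (673 unadjusted) became 93 with DESeq2 and 287 with voom, and stayed 0 in the 6 fits that left out 1 library. Libraries of the same number do not pair with the controls (r from -0.222 to -0.0756 for HS3A8-high and -0.345 to 0.0312 for HS3A8-low).

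Among the lists, fry gave a p of 0.05 or more for the further erythroid markers (median 0.057, p of 0.197), the HS heptad (0.30) and the granulocyte-monocyte genes (-1.5). Camera with an estimated correlation did so for these 3 (medians 0.057, 0.30 and -1.5) and for the Fig. 2 H megakaryocytic (-2.32), megakaryocyte (-2.48), stem and progenitor (-2.64), basophil and mast cell (-2.38), B-lymphoid (-1.28), T and NK cell (-2.94), cell cycle (0.21) and immediate-early and heat-shock (-1.51) lists. Pre-ranked enrichment on DESeq2 scores weakened the granulocyte-monocyte (-1.41), basophil and mast cell (-1.29), B-lymphoid (-1.63) and T and NK cell (-3.0) lists and made the Fig. 5 A list pass (median 0.014, adjusted p of 0.0455, against 0.0455 to 0.994 over its 16 alternatives). With no count filter the Fig. 5 A median of 0.06 reversed to -0.14. With all 9 libraries the further erythroid markers had 0.082 (camera p of 0.0508). Without Ermap and Cpox, which Fig. 2 F labels, their median was 0.041 (camera p of 0.102), and 0.05 in the blocked test (0.132), and the call was lost in both.

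With 1 library left out the medians ran from 0.24 to 0.31 (Fig. 2 H erythroid), -2.50 to -2.12 (Fig. 2 H megakaryocytic), 0.021 to 0.17 (further erythroid), -2.91 to -2.32 (further megakaryocyte), 0.12 to 0.58 (heptad), -0.16 to 0.12 (Fig. 5 A), -3.30 to -2.45 (stem and progenitor), -5.66 to 1.98 (granulocyte-monocyte), -5.35 to -0.73 (basophil and mast cell), -1.83 to -1.24 (B-lymphoid), -7.20 to -1.97 (T and NK cell), 0.20 to 0.28 (cell cycle) and -1.66 to -1.44 (immediate-early). The further erythroid call was lost without HS3A8-high replicate 3 (0.08) or HS3A8-low replicate 1 (0.021), and the heptad call without HS3A8-high replicate 1 (0.12), while its median was 0.58 without HS3A8-low replicate 1. Fig. 5 A reversed without HS3A8-high replicate 1 (-0.16), HS3A8-low replicate 2 (-0.01) and HS3A8-low replicate 3 (-0.08). Granulocyte-monocyte genes reversed without HS3A8-low replicate 3 (1.98) and lost the call without HS3A8-high replicate 1 (-0.84) or 2 (-0.83), as did basophil and mast cell genes (-0.83 and -0.73). Without HS3A8-high replicate 3 these 2 lists had -5.66 and -5.35, and the T and NK cell genes -7.20.

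For the clustering, the number of the 10 splits as large as the real one was 5 in the main setting, 2 with 1000 genes, 1 with all genes and 2 with a prior count of 0.5. The control position stayed within its SD of 0.0954 under every alternative that gave a value, and there was none without HS3A8-low replicate 2. For the 44 named genes under 16 alternatives, 582 values kept direction and side of the threshold, 63 lost the call, 58 gained one and 1 reversed (Tgfbr3, -0.56 to 0.10 with 1 library left out, and 0.10 without HS3A8-low replicate 1). HS3A8-low replicate 2, when left out, cost 19 genes their call. The block gave a call to 9 genes (Ermap, Cpox, Klf3, Klf1, Fubp1, Car2, Itgb3, Itga6 and Hs6st1) and changed no other call of a named gene or list. All 9 libraries in 1 fit cost Car1, Plk1 and Kif18b theirs. Depth limits genes near 3 counts, or 0.189 to 0.255 CPM, and 50 of the 451 genes lie at that floor in every HS3A8-high library, so their fitted fold changes depend on the prior count.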

Differences from the paper's values

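The DESeq2 prior on fold changes and the GC and length correction named here were chosen after seeing the values. Fig. 2 H is headed as fold change, but its numbers match log2 fold changes in sign and size, so both are given on the log2 scale. The values of 25 genes of Fig. 2 H were compared, and all 25 had the sign of the paper's value under every setting. For 17 of them the values lay within the spread, and for 8 megakaryocytic genes they did not. Itgb3 had -3.92, and the paper's value is about -0.32 in Fig. 2 H, read by eye. Erg had -3.67, where the paper gives about -1.4 in Fig. 2 H, read by eye. For Meis1 the value was -3.33, against the paper's about -2.3 in Fig. 2 H, read by eye. Itga2b had -4.01, the paper's being about -3.0 in Fig. 2 H, read by eye. Pf4 had -4.29, where the paper's is about -3.1 in Fig. 2 H, read by eye. None of the alternatives set before the data were examined closed the gap for these 5 genes.

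Hdac11 had -1.04, and the paper's value is about -0.42 in Fig. 2 H, read by eye. Of the alternatives set before the data were examined, the difference fell within the standard error with the DESeq2 test (-1.03), all 9 libraries (-1.01), and without HS3A8-high replicate 3 (-0.77), HS3A8-low replicate 1 (-0.99) or HS3A8-low replicate 2 (-0.73), and not with the others. With the DESeq2 test, all 9 libraries and HS3A8-low replicate 1 left out the value hardly moved, and the standard error was 0.663, 0.894 and 0.63 in place of 0.495. The difference also fell within the standard error with the uncentred GC and length correction in the blocked test (-0.64), chosen after seeing the values. Fli1 had -2.19, and the paper's is about -1.5 in Fig. 2 H, read by eye. Among the alternatives set before the data were examined only the fit without HS3A8-low replicate 1 (-1.76) closed that gap. Cd9 had -2.32, and the paper's is about -1.9 in Fig. 2 H, read by eye. None of the alternatives set before the data were examined closed it, and the uncentred GC and length correction, chosen after seeing the values, did (-2.08).

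With DESeq2's prior on fold changes, chosen after seeing the values, none of the 25 genes differed (0), and the largest difference was 0.0493. Under that setting Itgb3 had -0.32, Hdac11 -0.42, Erg -1.45, Fli1 -1.47, Cd9 -1.94, Meis1 -2.33, Itga2b -3.04 and Pf4 -3.07. The paper's methods name DESeq2 and do not name a prior.

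Fig. 2 F labels Ermap and Cpox among its top 500 differentially regulated genes. By p they ranked 639 and 521 here, outside the 500, and neither passed the threshold (adjusted p = 0.068 and 0.0569). Both passed with the DESeq2 test (0.00654 and 0.00634), voom (0.022 and 0.014), the blocked test (0.0173 and 0.0335) and, chosen after seeing the values, DESeq2 with its prior and the blocked test with either GC and length correction. Over 16 alternatives the adjusted p ran from 0.00219 to 0.263 for Ermap and 0.00221 to 0.399 for Cpox. Ermap ranked 379, inside the 500, in the blocked test, and 672 with the DESeq2 test, 616 with the prior and 822 with voom. Cpox was outside in these settings too, ranking 664 with the DESeq2 test, 608 with the prior, 525 with voom and 945 in the blocked test.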

Other observations

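The test of 1 divergent control library was written before its result was seen. The thinning to the smallest library and the centring of the GC and length correction were chosen after seeing the data.

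More genes were higher in HS3A8-low (379) than in HS3A8-high (72). With all libraries thinned to the smallest total the share in the blocked test was 71.4%, against 71.3% before, which argues against library size as the explanation. GC content or transcript length bias cannot be told apart from other explanations of the share. The blocked share was 62.1% with centred trends, a form chosen with the other result known. It was 22.6% with uncentred trends, which shift all genes towards HS3A8-high (median 0.24), so that value is no evidence for such a bias. Of the 10 splits of the 6 libraries 1, the real one, gave 451 genes and the other 9 gave 0. Only 4 splits part every same-numbered pair, and the 3 of them that are not real gave 0 in the blocked test too, against 1367. The other 6 splits part 1 pair and leave libraries of the same number on 1 side. A share under 0.1 cannot occur with 10 splits, so their count alone decides nothing about chance. An unadjusted p under 0.05 was reached by 2339 genes where chance gives 590, and the same test made 0 calls on simulated counts with no gene changed.

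For the lists at the paper's claims, as small a camera p came from 1 of the 10 splits for the Fig. 2 H erythroid genes, 1 for the Fig. 2 H megakaryocytic genes, 4 for the further erythroid markers, 1 for the further megakaryocyte markers, 3 for the HS heptad and 10 for the Fig. 5 A list.

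The paper does not report a comparison with the MPB49 control libraries. Between HS3A8-high and the control 2 of 11486 genes passed the threshold, with 562 at an unadjusted p under 0.05 where chance gives 574. They were named after their values were seen. Ifitm1 had a log2 fold change of -2.94 and Ctla2a one of -5.63, both with an adjusted p of 0.0388, and 0 passed in the blocked test (356 unadjusted). Between HS3A8-low and the control 0 of 11878 passed, with 673 unadjusted where chance gives 594. Of the 10 splits, 1 gave as many genes for HS3A8-high and 10 for HS3A8-low. Control replicate 1 lay apart from the other libraries, with a mean r of 0.929 with the other controls against 0.984 between those. After removal of the GC and length trends these were 0.945 and 0.984, and GC content and length explained 24.2% of its deviations, against 20.9% in control replicate 2 and 18.7% in HS3A8-low replicate 1. Such a bias therefore cannot be told apart from other explanations of its distance, since part of it went and most stayed. Without control replicate 1, 5 genes passed against HS3A8-high and 0 against HS3A8-low, where the unadjusted number rose to 1181. With all libraries kept, voom with quality weights gave 100 and 287 genes. Whether 1 divergent control library keeps the counts low cannot be told apart from the loss of power when a library is left out.

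Mock-sorted MEPs represent total MEPs, and a mixture of both fractions would lie between them. Over the 451 genes the control fitted a weight of 0.543 for HS3A8-high, and 0.485 to 0.623 with 1 library left out. Single control libraries gave 0.483, 0.587 and 0.673 (SD 0.0954). The genes higher in HS3A8-low gave 0.545 and those higher in HS3A8-high 0.459. The control mean lay between the fractions for 432 genes (95.8%). In the main test no gene could lie outside both fractions at the adjusted threshold, since 0 genes passed against HS3A8-low. The 0 found there says nothing about a mixture. With the DESeq2 test 141 and 93 genes passed against the control, and 0 lay outside both fractions. All 141 were higher in the control but only 2 of the 93 were, which left little room for another result. At an unadjusted p under 0.05 genes outside both fractions numbered 12 in the main test. They numbered 90 without control replicate 2, 29 with the DESeq2 test and 4 in the blocked test. In 20 simulations with unchanged groups the unadjusted number was 0 to 1. That is below what 2 independent tests at this threshold would give by chance, so it sets no chance level for the observed numbers.

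The paper reports its heptad of HS-related genes as enriched in MEPs and erythroid populations, from its single-cell data and from public datasets. Between HS3A8-high and HS3A8-low MEPs, another comparison, the heptad had a median log2 fold change of 0.30 in these bulk libraries (camera p of 0.0124). Gpc4 alone of the 7 passed the threshold, and 1 adjusted over the list alone. The blocked test gave 2, with Hs6st1 added, and 5 adjusted over the list alone. Log2 fold changes were 0.41 for Extl3, 0.39 for Ext1, 0.30 for Hs6st1, 0.25 for Agrn, 0.09 for Ndst2 and -0.25 for Tgfbr3. The Fig. 5 A list, which holds these 7 genes, had a median of 0.06 over 36 genes tested (camera adjusted p of 0.987). Of these 2 passed the threshold, 2 adjusted over the list alone, and 5 and 6 in the blocked test. The heptad's call was lost without HS3A8-high replicate 1 (median 0.12), under fry and with an estimated correlation. The Fig. 5 A median turned negative without HS3A8-high replicate 1 (-0.16), HS3A8-low replicate 2 (-0.01) or HS3A8-low replicate 3 (-0.08), and with no count filter (-0.14). Xist had 442 to 1043 counts in the 9 libraries and the 4 Y-linked genes 0, as in female mice.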
